# Transcriptional Profiling of Newly Generated Dentate Granule Cells Using TU Tagging Reveals Pattern Shifts in Gene Expression during Circuit Integration^1^,^2^

**DOI:** 10.1523/ENEURO.0024-16.2016

**Published:** 2016-03-07

**Authors:** Christina Chatzi, Yingyu Zhang, Rongkun Shen, Gary L. Westbrook, Richard H. Goodman

**Keywords:** hippocampus, nascent RNAs, neural development, neurogenesis, transcriptome

## Abstract

Despite representing only a small fraction of hippocampal granule cells, adult-generated newborn granule cells have been implicated in learning and memory (Aimone et al., 2011). Newborn granule cells undergo functional maturation and circuit integration over a period of weeks. However, it is difficult to assess the accompanying gene expression profiles *in vivo* with high spatial and temporal resolution using traditional methods. Here we used a novel method [“thiouracil (TU) tagging”] to map the profiles of nascent mRNAs in mouse immature newborn granule cells compared with mature granule cells. We targeted a nonmammalian uracil salvage enzyme, uracil phosphoribosyltransferase, to newborn neurons and mature granule cells using retroviral and lentiviral constructs, respectively. Subsequent injection of 4-TU tagged nascent RNAs for analysis by RNA sequencing. Several hundred genes were significantly enhanced in the retroviral dataset compared with the lentiviral dataset. We compared a selection of the enriched genes with steady-state levels of mRNAs using quantitative PCR. Ontology analysis revealed distinct patterns of nascent mRNA expression, with newly generated immature neurons showing enhanced expression for genes involved in synaptic function, and neural differentiation and development, as well as genes not previously associated with granule cell maturation. Surprisingly, the nascent mRNAs enriched in mature cells were related to energy homeostasis and metabolism, presumably indicative of the increased energy demands of synaptic transmission and their complex dendritic architecture. The high spatial and temporal resolution of our modified TU-tagging method provides a foundation for comparison with steady-state RNA analyses by traditional transcriptomic approaches in defining the functional roles of newborn neurons.

## Significance Statement

Unlike most regions of the brain, the hippocampus produces new neurons well into adulthood. These newborn neurons contribute to learning and memory, presumably because they functionally integrate into pre-existing circuits, whereas their decrease during aging may be associated with cognitive decline. This process occurs by dynamic regulation of many genes as these cells interact with their environment. We adapted an *in vivo* approach, providing both temporal and spatial control of gene expression that captures the transcriptional profiles of discrete populations of newborn neurons at distinct stages of their maturation. Our study provides insights into the underlying pathways controlling hippocampal newborn neuron differentiation and functional integration, which could lead to new approaches for enhancing their production, integration, and survival.

## Introduction

The subgranular zone (SGZ) of the adult hippocampal dentate gyrus (DG) is one of two neurogenic niches in the mammalian brain where new neurons are continuously generated throughout adulthood (Taupin and Gage, 2002; van Praag et al., 2002; Toni et al., 2008; Zhao et al., 2008). Adult-generated newborn hippocampal neurons ultimately integrate into pre-existing functional circuits, where, in mice as well as in humans, they may have specific roles in learning and memory (Gould et al., 1999; Clelland et al., 2009; Deng et al., 2010; Sahay et al., 2011). How newborn neurons are incorporated into an existing circuit is poorly understood and perhaps even more remarkable than their generation in the first place. Although the differentiation of newborn granule cell has been extensively analyzed (Overstreet-Wadiche and Westbrook, 2006), the patterns of gene expression underlying distinct stages of adult-generated newborn granule cell growth and maturation remain largely unknown. Studies of steady-state levels of mRNA in newborn neurons *in vivo* have been limited by the vast excess of other cell types and the dynamic changes in the phenotype of new neurons (Gould et al., 1999; Jagasia et al., 2009; Kuwabara et al., 2009; Mu et al., 2010; Fuentealba et al., 2012; Bracko et al., 2012). Thus, we lack an understanding of the dynamics of gene networks during adult newborn hippocampal neuron development, which requires *in vivo* approaches of mRNA expression that provide high temporal and spatial resolution.

The integration of newborn granule cells can be divided into a stage of immature neurons (∼2 weeks postmitosis) and integrated mature neurons (≥4 weeks postmitosis; van Praag et al., 2002; Overstreet-Wadiche and Westbrook, 2006). By 2 weeks postmitosis, adult-generated hippocampal granule cells have extended primary dendrites into the inner molecular layer and nascent axons to stratum lucidum in CA3. These cells have the properties of immature neurons with broad action potentials mediated by Na^+^ channels and receive spontaneous depolarizing GABAergic activity, but almost no excitatory glutamatergic synapses (Ge et al., 2006; Overstreet-Wadiche and Westbrook, 2006). Within the next week, they elaborate spiny dendrites that reach the middle and outer molecular layer, and begin to receive functional glutamatergic inputs from the entorhinal cortex such that surviving newborn neurons have nearly mature phenotypes by 4 weeks postmitosis (van Praag et al., 2002; Overstreet-Wadiche and Westbrook, 2006).

We hypothesized that the distinct stages of newborn neuron maturation are associated with characteristic patterns of gene expression. The convergence of stimuli that shape the integration of newborn neurons into functional networks implies the participation of many genes. Because many of these genes may turn over rapidly, this places a premium on understanding the cellular specificity, as well as the timing and sequence of gene expression. Measurements of steady-state mRNAs cannot easily resolve these issues. To address these issues, we used a novel viral-mediated thiouracil (TU)-tagging method (Miller et al., 2009), combined with RNA sequencing (RNAseq) to compare gene expression patterns of the small subset of adult-generated immature granule cells with mature granule cells in the adult dentate gyrus *in vivo*.

## Materials and Methods

### Animal protocols

All procedures were performed according to the National Institutes of Health *Guidelines for the Care and Use of Laboratory Animals*, and were in compliance with approved institutional animal care and use committee (IACUC) protocols at Oregon Health & Science University. Subjects were young adult, female, 6-week-old C57BL/6J mice (The Jackson Laboratory).

### Virus production and stereotaxic injections

Moloney Murine Leukemia Virus-based retroviral vectors require cell mitosis for transduction, and were used to identify and manipulate adult-born granule cells. Uracil phosphoribosyltransferase (UPRT)-expressing retroviruses were created using a pSie-based viral backbone, and expression was driven by a ubiquitin promoter and followed by a woodchuck post-transcriptional regulatory element (van Praag et al., 2002; Tashiro et al., 2006). UPRT-expressing FUGW lentiviral vector was created as described (Lois et al., 2002; Luikart et al., 2011a). Mice were anesthetized using an isoflurane gas system (Veterinary Anesthesia Systems), placed in a Kopf stereotaxic frame fitted with a gas nose cone, and a skin incision was made and holes were drilled at *x* (±1.1 mm from bregma) and *y* (−1.9 mm from bregma). Using a 10 µl Hamilton syringe with a 30 gauge needle and the Quintessential Stereotaxic Injector (Stoelting), 2 μl of mixed viral stock (1 μl of each virus) was delivered at 0.25 µl/min at *z*-depths of 2.5 and 2.3 mm. The syringe was left in place for 1 min after each injection before being withdrawn slowly. The skin above the injection site was closed using veterinary glue. Animals received postoperative lidocaine and drinking water containing children's Tylenol.

### Immunohistochemistry and quantitation

Mice were terminally anesthetized according to IACUC-approved protocols, transcardially perfused with saline and 20 ml of 4% paraformaldehyde, and brains were postfixed overnight. Coronal sections (100 μm thick) of the hippocampus were collected from each mouse and permeabilized in 0.4% Triton in PBS (PBST) for 30 min. Sections were then blocked for 30 min with 5% horse serum in PBST and incubated overnight (4°C) with primary antibody in 5% horse serum/PBST. The primary antibodies used were as follows: anti-doublecortin (DCX; 1:600; Millipore); anti-glial fibrillary acidic protein (GFAP; 1:1000; Dako); anti-Calbindin D-28K (1:500; Chemicon); anti-NeuN (1:500; Sigma-Aldrich); anti-nestin (1:100; Chemicon), anti-CD68 (1:500; Abcam); and anti-Olig2 (1:300; Abcam). After extensive washing, sections were incubated with the appropriate secondary antibody conjugated with Alexa Fluor 488, 568, or 647 (Molecular Probes), for 2 h at room temperature. They were then washed in PBST (2× 10 min) and mounted with DAPI Fluoromount-G (SouthernBiotech).

For quantification of immunopositive cells, six sections offering dorsal-to-ventral coverage of the dentate gyrus were stained from each animal. Three to five animals were analyzed for each time point and condition. Slides were coded and imaged by an investigator who was blinded to experimental condition with a Zeiss LSM780 confocal microscope under a 10× 0.45 numerical aperture (NA), 20× or 40× 0.8 NA lens. A 49 μm z-stack (consisting of seven optical sections of 7 μm thickness) was obtained from every slice. Positive cells were counted per field from every *z*-stack using ImageJ software, averaged per mouse, and the results were pooled to generate mean values.

### Nascent mRNA labeling and sequencing of dentate gyrus granular neurons

Using a stereotaxic apparatus, 1.25 µl of 1 mm 4-TU (Sigma-Aldrich) was delivered intracerebroventricularly into the dorsal third ventricle (−1.9 mm posterior to bregma, ±0.0 mm lateral to midline, −2.25 ventral to the skull surface) at a rate of 0.1 µl/min. Because *in vitro* preliminary data indicated that maximum TU incorporation peaked at 16-18 h (data not shown), dentate gyri from individual mice were harvested after overnight TU exposure and stored in 1 ml of TRIzol. RNA was extracted using the RNeasy kit (Qiagen) with a modified protocol. Briefly, after tissue homogenization with TissueRuptor (Qiagen) in TRIzol, 200 µl of chloroform was added to each sample and mixed thoroughly. Samples were spun down, and supernatants were transferred to new collection tubes. Five hundred microliters of 100% ethanol was then added to each sample, and tubes were inverted several times to mix samples well. The mixture was passed through an RNeasy column, and columns were washed two times with RPE buffer. Columns were dried by high-speed spin, and RNA was eluted with 80 µl of water. Samples were then treated with DNAse I for 15 min, processed using an RNeasy MinElute kit, and eluted in 13 µl of RNase-free H_2_O. Samples were then heated to 65° for 5 min and centrifuged at 12,000 rpm for 1 min and transferred to chilled collection tubes containing 12.5 µl of ice-cold 2× binding buffer (EDTA Tris-HCL, pH 7.4, NaCl 2 m, Tween 0.1%). Four microliters of Myone C1 streptavidin magnetic beads (LifeScience Technology) was blocked with yeast tRNA and suspended in 25 µl 1× binding buffer (EDTA Tris-HCl, pH 7.4, NaCl 1 m, Tween 0.05%). Twenty-five microliters of chilled suspended beads were added into each sample and mixed well. Samples were incubated on ice for 10 min and then incubated at room temperature for up to 1 h with constant shaking. Beads were collected using a magnetic stand and washed with 1× binding buffer at room temperature twice for 2 min with constant shaking. Then samples were washed at 55° with 1× binding buffer twice for 30 s each time, and with 1× TE buffer twice briefly. After washes, RNA was released from beads by adding 10 µl of 100 mm DTT and incubation for 10 min. Five microliters of RNA was used for cDNA amplification using a SMART-Seq Ultra Low Input RNA Kit for Sequencing (Clontech). Amplified cDNA was fragmented with a Covaris ultrasonicator and RNAseq libraries were prepared using a TruSeq RNA Library Prep Kit (Illumina). High-throughput sequencing was performed on a Hiseq2000 platform, and six to eight samples were mixed in a single lane for each run. The sequencing quality of all the samples was checked by FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Tophat (Trapnell et al., 2010) was used to map the sequencing reads against mouse mm10 genome assembly and annotation. The uniquely mapped reads were assigned to and counted in each individual gene by HTSeq-count (Anders et al., 2015) according to their coordinates. The data quality of the count data was examined by principal component analysis (PCA) and density distribution plotting. The genes of zero or very low expression level across all the samples were filtered out to minimize the interference of those genes in the following analysis and to increase the statistical detection power (Cambronne et al., 2012). The remaining genes were normalized by a geometry median approach, which was implemented in DESeq. We used ANOVA to determine which mRNAs were significantly enriched in a pairwise manner between lentiviral and retroviral samples (Cambronne et al, 2012). We also used DAVID (Database for Annotation, Visualization and integrated Discovery) in combination with Gene Ontology (GO) or Kyoto Encyclopedia of Genes and Genomes (KEGG) databases for functional analysis of significant enriched mRNAs. Violin and density plots were generated by ggplot2, an R package. The UCSC Genome Browser was used for sequencing data visualization. Other tools and scripts used for data parsing, analysis, and visualization were written in R, Linux shell, or Perl (available upon request). All of the raw data will be uploaded into the National Center for Biotechnology Information GEO (Gene Expression Omnibus) database.

### Laser capture microdissection

Fresh-frozen coronal brain sections (12 µm) were collected by cryostat sectioning on polyethylene napthalate membrane slides, and were fixed for 1 min in 75% ethanol, followed by staining for 1 min with Cresyl Violet acetate (1 mg/ml; Sigma-Aldrich) and a final wash in 100% ethanol for 1 min. Cell populations from either the subgranular zone or the granular cell layer (GCL) of the dentate gyrus were laser captured using a Leica Microsystems laser microdissection system under an HC PL FL L 40×/0.60 XT objective (Leica Microsystems) and collected in lysis buffer (50 µl; RLT buffer, Qiagen). Total RNA from laser capture microdissection (LCM) samples of the SGZ and GCL was isolated on an individual animal basis (*n* = 5) and extracted using an RNeasy Micro Kit (Qiagen). RNA was amplified linearly using SMART-Seq Ultra Low Input RNA Kit for Sequencing library prep kit (Clontech).

### Quantitative PCR of laser capture tissue samples

RNA from laser-captured samples was extracted using the RNeasy Micro Kit. Genomic DNA was removed by on-column DNase I digestion. RNA amount and quality was monitored by an Agilent bioanalyzer. Five hundred picograms of RNA was used for cDNA amplification using the SMART-Seq Ultra Low Input RNA Kit (Clontech). Quantitative PCR was performed using amplified cDNA on an Opticon Real-Time PCR machine. iQ qPCR (Bio-Rad) mastermix was used for all of the reactions. RNA expression levels were normalized to β_2_-microglobulin mRNA levels. Primer specificity and genomic RNA contamination was monitored using the melting curve of the PCR products. Primer sequences were obtained from the Origene validated quantitative PCR (qPCR) primer collection (Origene Technologies; Table 1). Statistical analysis was performed with Prism software (GraphPad Software). The two groups were compared using an unpaired nonparametric Mann–Whitney test, and significance was defined as *p* < 0.05 (*).

**Table 1:** Primer sequences

Lrrc8b-F	CCA TCT GAC CTT CAT TCC CGA G	Lrrc8b-R	TCC CAG GAG TAG ACA CTG AAG C
nova2-F	AAG CCT GAG GTG GTC AAC ATC C	nova2-R	GAC TGT TCC ATC ACC GCC TTC A
onecut2-F	TTC CAG CGC ATG TCT GCC TTA C	onecut2-R	GAA GAT GGC GAA GAG TGT TCG G
dusp8-F	CTT ATC CAG CCT GCT ACA CGG A	dusp8-R	AGC TTG CTG AGC AGG ATG GAC A
Prox1-F	CTG AAG ACC TAC TTC TCG GAC G	Prox1-R	GAT GGC TTG ACG CGC ATA CTT C
Kcnq3-F	AAG CCT ACG CTT TCT GGC AGA G	Kcnq3-R	ACA GCT CGG ATG GCA GCC TTT A
Dpysl2-F	GAC CAT CTC TGC CAA GAC ACA C	Dpysl2-R	GGA ATG TAG CGT CCT GAG CCT T
Mycbp2-F	CCT ACT GTG CAA ACT GGA CTC C	Mycbp2-R	CTT CGG CTT GAC TAG CTG AGT C
Pex5l-F	ATG AGC AGG CAG CTA TTG TCG C	Pex5l-R	CTT CAG TGC CTC ACA AGC ATC C
Ppp1r9a-F	TGC CCA GTA TGA TGC TGA CGA C	Ppp1r9a-R	ATG TCC TCG TTC TCA GGC AGC T
Robo2-F	CCA CCA TCC AAA CCT CAG GTC A	Robo2-R	TCT GCC AGC TAT TGC TCA CCG A
Slc27a4-F	GAC TTC TCC AGC CGT TTC CAC A	Slc27a4-R	CAA AGG ACA GGA TGC GGC TAT TG
Ankhd1-F	CTG TTT CCA GGG TCG AGC AGA A	Ankhd1-R	CTT CCA ACC TCT GCA TAT CCT CC
Ankrd17-F	GCA GCA AAT GGT GGA CAC CTA G	Ankrd17-R	CTA AGT AGC GCA CCA CCT TCA C
Eif2c1-F	CTG CCT TCT ACA AAG CAC AGC C	Eif2c1-R	TCT GTC CAC AGT GGG TCA CTT C
Eif2c3-F	CTT CTG TGT TCC AGC AAC CAG TG	Eif2c3-R	GGC ACA GTA TCT GCT TGG ATG G
Eif2c4-F	CAC ACG CAT CAT CTA CTA CCG C	Eif2c4-R	GCC GAT AGT CTT CCT CCA AGC T
Hnrnpa2b1-F	CGG TGG CAA TTT TGG ACC AGG A	Hnrnpa2b1-R	CCA TAA CCA GGG CTA CCT CCA A
Tjp1-F	GTTGGTACGGTGCCCTGAAAGA	Tjp1-R	GCTGACAGGTAGGACAGACGAT
Dscam-F	CATCCGCATGTACGCCAAGAAC	Dscam-R	GAGATGAGGTGGGTTCCAAGTG
Cadm1-F	ACTTCTGCCAGCTCTACACGGA	Cadm1-R	CCCTTCAACTGCCGTGTCTTTC
Chl1-F	GGAAAAGCCGTCATCACAGCGA	Chl1-R	GTGAGTCACACTGGCTTTCGCA
Sorbs1-F	TATCAGCCTGGCAAGTCTTCCG	Sorbs1-R	CCCGTCTGATTCCCTCTTCACT
Ncam1-F	GGTTCCGAGATGGTCAGTTGCT	Ncam1-R	CAAGGACTCCTGTCCAATACGG
Elavl3-F	TGC AGA CAA AGC CAT CAA CAC CC	Elavl3-R	CCA CTG ACA TAC AGG TTG GCA TC
Prox1-F	CTG AAG ACC TAC TTC TCG GAC G	Prox1-R	GAT GGC TTG ACG CGC ATA CTT C
Elavl3-F	TGC AGA CAA AGC CAT CAA CAC CC	Elavl3-R	CCA CTG ACA TAC AGG TTG GCA TC
B2m-F	ACAGTTCCACCCGCCTCACATT	B2m-R	TAGAAAGACCAGTCCTTGCTGAAG

## Results

### *In vivo* pulse-chase detection of nascent mRNAs by TU tagging

To investigate the differences in nascent mRNAs in adult-generated immature neurons 2 weeks postmitosis compared with mature granule cells, we refined the “TU-tagging” technique for use in the CNS *in vivo* (Cleary et al., 2005; Zeiner et al., 2008; Miller et al., 2009). This approach provides high spatial and temporal resolution of changes in gene expression. TU tagging allows cell type-specific biosynthetic labeling of actively transcribed RNA within intact tissues, which is not possible with traditional transcriptome analysis that measures steady-state RNA levels (Miller et al., 2009; Gay et al., 2013). TU tagging exploits the activity of a *Toxoplasma gondii* uracil salvage enzyme, UPRT, which is not present in mammalian cells, but exogenous expression can be targeted to specific cell types within intact tissue (Fig. 1*A*, left). Under normal conditions, UPRT converts uracil to uridine monophosphate. However, following pulse labeling with the modified analog 4-TU, thiol groups are incorporated into nascent RNA in UPRT-expressing cells within a narrow time window (Fig. 1*A*, middle and right; Cleary et al., 2005; Zeiner et al., 2008). Thiol labeling of nucleotides by UPRT has little or no effect on cellular physiology (Cleary et al., 2005), and TU-tagged RNAs then can be biotinylated, purified, and further processed for RNAseq.

**Figure 1.**
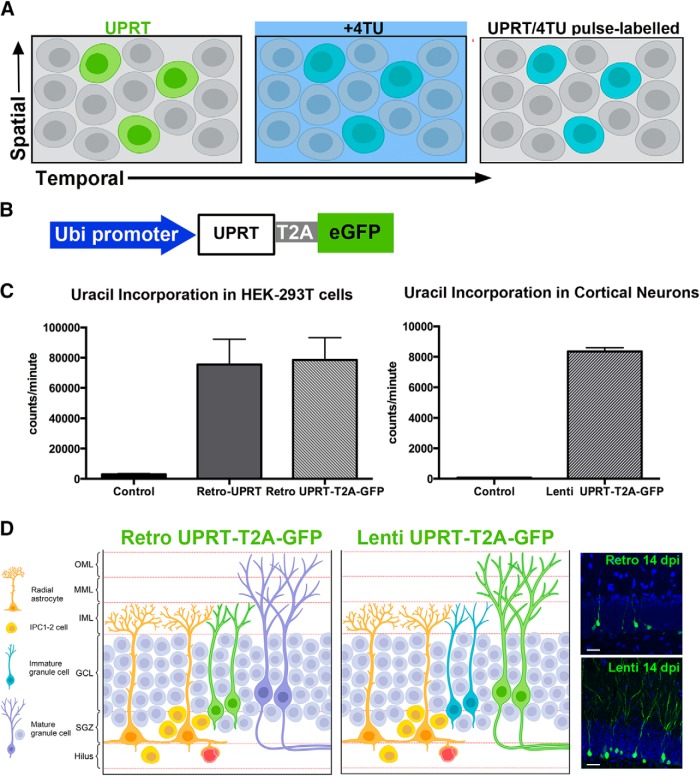
TU tagging in the adult DG. ***A***, Overview of TU-tagging method: UPRT cell type specificity confers spatial control (green), and pulse chase of 4-TU provides temporal control (blue). ***B***, Construct for virus-mediated UPRT expression. ***C***, Uracil was incorporated in HEK-293 T cells transduced with UPRT-expressing retroviruses (left) and in neonatal hippocampal neurons transduced UPRT-expressing lentivirus (right). Data are plotted as the mean ± SD. ***D***, Schematic of strategy for TU tagging of immature newborn and mature neurons with UPRT-expressing retroviruses and lentiviruses, respectively, in the adult DG (left and middle). Representative images of newborn and mature neurons that robustly express UPRT-T2A-GFP retrovirus (right top) and lentivirus (right bottom) at 14 DPI. Scale bar, 20 μm.

To achieve cell type specificity of labeling in the adult dentate gyrus *in vivo*, we used viral constructs to target *UPRT* gene expression to granule cells. Virus-mediated cell manipulations are efficient tools for investigating molecular mechanisms involved in adult DG neurogenesis in an intact brain environment. For example, stereotaxic injections into the dentate gyrus of retroviral vectors, which are selective for dividing cells, have been used for birth dating and labeling adult newborn neurons (van Praag et al., 2002), whereas VSV-g pseudotyped lentiviral vectors show a tropism toward mature granule cells (Lois et al., 2002; Luikart et al., 2011a, 2011b). Thus, we designed matching retroviral and lentiviral vectors expressing a bicistronic reporter construct containing the coding sequence for *T. gondii* UPRT and green fluorescent protein (GFP) separated by a T2A peptide linker sequence under the control of the ubiquitin promoter (Fig. 1*B*), to allow high-level expression *in vivo*.

To determine the efficiency of the UPRT viral vectors, we tested ^3^H-uracil incorporation into RNA of HEK-293 T cells. Control cells lacking the UPRT transgene showed minimal ^3^H-uracil incorporation, whereas cells transduced with a retrovirus expressing UPRT or UPRT-T2A-GFP showed robust incorporation (Fig. 1*C*, left; control, 3,031 ± 435; retro-UPRT, 75,527 ± 16,645; retro-UPRT-T2A-GFP, 78,518 ± 14,473; *n* = 3). Additionally, primary cultures of neonatal hippocampal neurons infected with a lentivirus expressing UPRT-T2A-GFP demonstrated both UPRT activity (Fig. 1*C*, right; control, 72 ± 1; lenti-UPRT-T2A-GFP, 8,352 ± 245; *n* = 3), as assayed by ^3^H-uracil incorporation, and GFP expression as assayed by immunofluorescence (data not shown), indicating that viral expression of UPRT led to cell-specific uracil incorporation.

### Retroviral and lentiviral expression of UPRT-T2A-GFP

To confirm the cellular specificity of UPRT-T2A-GFP virus-mediated transfer *in vivo*, we first analyzed the pattern of GFP expression in mice 2 weeks after stereotaxic injection of retroviral and lentiviral vectors into the dentate gyrus of young adult mice. The expected and observed labeling patterns of GFP-labeled neurons with retroviral or lentiviral constructs are shown in Figure 1*D*. Retrovirally infected GFP^+^ cells at 14 d postinjection (DPI) exhibited typical morphology of adult-generated immature newborn granule cells with cell bodies located in the SGZ and short dendrites terminating in the inner molecular layer (Fig. 1*D*, right top). In lentivirus-injected animals at 14 DPI, GFP^+^ cells had mature neuronal morphologies (Fig. 1*D*, right bottom). The cell bodies of lentivirally labeled cells spanned the GCL with highly arborized dendritic processes extending fully across the molecular layer consistent with mature granule cells. We characterized the phenotypes of the two GFP^+^ populations (Fig. 2*A*,*B*) using double immunolabeling with selective markers for progenitors (nestin, GFAP), immature neurons (DCX), mature neurons (Calbindin, NeuN), and glia (GFAP, CD68, Olig2; Fig. 2*C–H*). As summarized in Figure 2, *I* and *J*, the vast majority of the retrovirally labeled cells (95.3 ± 1.9%) were immature neurons (DCX^+^), whereas only a few cells (2.3 ± 1.2%) were neural progenitors (nestin^+^) or oligodendrocytes (2.2 ± 0.8%; Olig2^+^). None of the GFP^+^ cells were astrocytes or microglia, as assessed by immunostaining with GFAP and CD68, respectively. In contrast, lentivirally transduced GFP^+^ cells labeled with the mature neuronal marker Calbindin (85 ± 3.5%), although a small proportion did express DCX (15.6 ± 4.3%). No colocalization was detected with astrocytic (GFAP^+^) or microglia markers (CD68^+^), and only 1.8 ± 0.9% labeled with the oligodendrocyte marker Olig2^+^. Immunostaining with an antibody against Mac-2, a marker of activated microglia, 2 weeks following both retroviral and lentiviral injections revealed weak labeling only along the needle path, suggesting that there was negligible injury/inflammation caused by the viral vectors or the injection (data not shown). These results indicate that retroviral and lentiviral UPRT-T2A-GFP vectors labeled relatively pure populations of DG immature newborn and mature granule cells in the adult brain *in vivo*.

**Figure 2.**
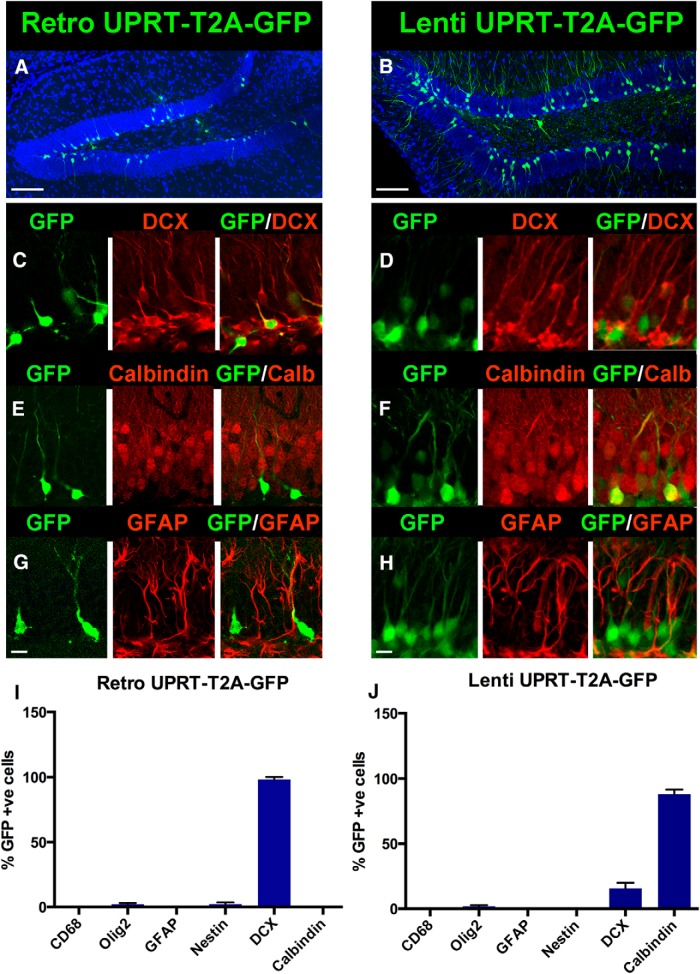
Validation of cell specificity of UPRT-expressing retroviral and lentiviral constructs by immunocytochemistry at 14 DPI. ***A***, ***B***, GFP staining in hippocampal sections from mice injected with UPRT-T2A-GFP retrovirus (***A***) and lentivirus (***B***) 14 DPI. Scale bar, 50 μm. ***C–H***, Immunostaining for retrovirally and lentivirally labeled cells with the immature neuron marker DCX (***C***, ***D***), mature neuronal marker calbindin (***E***, ***F***), and the astrocytic marker GFAP (***G***, ***H***). ***I***, ***J***, Retrovirus-expressing neurons were labeled with DCX, but not mature neuron or glial markers at 14 DPI (***I***), whereas lentivirus-expressing neurons were labeled with the mature cell marker calbindin as well as a small population of DCX (***J***). Scale bar, 10 μm. Data are plotted as the mean ± SD.

### Generation of RNAseq libraries

To purify thiol-labeled RNA from UPRT-expressing immature and mature neurons, WT mice were injected with either our retroviral or lentiviral vectors 14 d prior to injection of 4-TU (1.25 µl/1 mm) in the dorsal third ventricle. Sixteen hours later, total and TU-tagged RNA were purified from microdissected dentate gyri. Dentate gyri from 4-TU-treated mice that had not been injected with UPRT viral constructs served as a biotinylation control. RNAseq libraries were generated from three hippocampi (each sample included UPRT plus 4-TU, 4-TU alone, and total RNA input) and subsequently were analyzed in biological triplicates (lentiviral dataset 1 and retroviral dataset 2) or quadruplicates (retroviral dataset 1). 

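The counts of 10 libraries of TU-tagged RNA were analysed, 3 of the lentiviral dataset, 4 of retroviral dataset 1 and 3 of retroviral dataset 2. The RNA came from the dentate gyri of C57BL/6 mice aged 6 weeks, taken 14 d after the virus and 16 h after 4-TU, when retrovirally labeled neurons were 2 weeks postmitosis. The libraries of 4-TU alone and of total RNA input were not used here. The sample labels place the 2 retroviral datasets in separate batches and give no batch for the lentiviral libraries. The name of the deposited table marks the lentiviral dataset and 1 retroviral dataset as old and the other retroviral dataset as new, without saying what this refers to, so the lentiviral libraries may or may not share a batch with a retroviral dataset. For each library the authors deposited the number of uniquely mapped reads that HTSeq-count assigned to each of 22946 genes, without normalization and before the removal of genes of very low expression. TopHat had mapped the reads to mm10 with RefSeq annotation, and the paper's text does not name the versions of these tools, the strandedness of the counting or any trimming. In the analysis of these counts, edgeR's filterByExpr, with a minimum count of 10 and a minimum total of 15, kept 15278 genes. Counts were scaled by the median of ratios, the DESeq approach that the paper names, through edgeR's RLE option. Each retroviral dataset was compared separately with the lentiviral dataset by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes kept, and a gene was called at an FDR of 0.05 or less. All log2 fold changes are retroviral over lentiviral unless stated, and their standard error is the size of the log2 fold change divided by the square root of the test's F statistic. Gene positions were taken from GENCODE for GRCm38, the build also called mm10, by matching the gene symbols of the table.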

Libraries were sequenced to a depth ranging from 25 to 39 million reads. 

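The reads counted on genes ranged from 8382535 to 22864415 per library, a 2.73-fold range. The lentiviral libraries had a median of 20310425 counts (range, 20084329 to 22864415; n = 3), those of retroviral dataset 1 had 16965820 (range, 16225912 to 17706358; n = 4), and those of retroviral dataset 2 had 10478467 (range, 8382535 to 11040705; n = 3). Between 15358 and 16669 genes had at least 1 count in a library. The noncoding RNA Malat1 took the largest share in each library, between 1.15% and 2.77% of the counts, and the 10 genes with most counts together took between 5.81% and 7.09%. A gene without counts in a library can have been present at up to 3 counts of that library's total, and such limits cover counting error only, because the amplified reads carry no molecular identifiers.

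**Figure D1:**
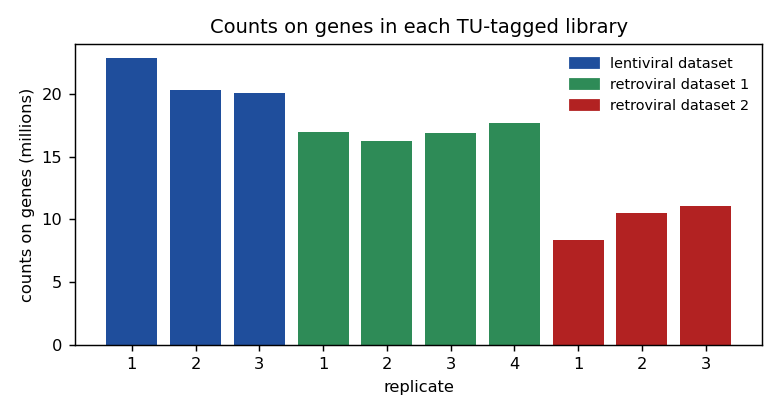
Reads counted on genes for each of the 10 libraries of the lentiviral dataset (n = 3), retroviral dataset 1 (n = 4) and retroviral dataset 2 (n = 3). The 3 libraries of retroviral dataset 2 lie below every other library.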

After alignment with mouse genome assembly mm10 with RefSeq gene annotation, each sample had a mapping rate of ∼80% to the reference genome and annotation. The uniquely mapped reads were then assigned to the corresponding transcripts.

The count data examined by violin and density plots showed similar shapes (Fig. 3*A*, left and middle), indicating the consistency of RNAseq libraries across the datasets. 

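In each library between 27.4% and 33.1% of the 22946 genes had no count. After scaling, the genes kept had a median log2 normalized count (with 1 added) between 8.20 and 8.39 across the 10 libraries, a first quartile between 5.95 and 6.35, and an upper quartile between 9.84 and 9.88. The RLE scaling factors lay between 0.993 and 1.01 in the lentiviral dataset, between 0.962 and 0.978 in retroviral dataset 1, and at 1.03 in each library of retroviral dataset 2.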

Datasets were clustered into three separate groups through PCA (Fig. 3*A*, right). 

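Across all genes, the log2 counts placed every one of the 10 libraries nearest to another library of its own dataset. The first principal component held 29.5% of the variance and the second held 16.5%. Pearson correlations across genes, which are not independent replicates, had a median of 0.967 between libraries of the same dataset and 0.957 between libraries of different datasets.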

After filtering out very lowly expressed genes and normalization, the data shapes of all datasets were consistent with a Gaussian distribution, whereas the PCA plots retained their corresponding clustering characteristics, indicating that clusters of retrovirus-labeled samples are distinct from lentivirus-labeled samples, suggesting differential expression patterns (Fig. 3*B*). 

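For the genes kept, after scaling, 9 of the 10 libraries were nearest to a library of their own dataset. The exception was replicate 1 of retroviral dataset 2, which was nearest to lentiviral replicate 2. The first and second principal components held 22.7% and 16.8% of the variance, and the median Pearson correlation across genes was 0.924 within datasets and 0.897 between them. The mean Euclidean distance between libraries was 156 from the lentiviral dataset to retroviral dataset 1, 163 from the lentiviral dataset to retroviral dataset 2, and 172 from one retroviral dataset to the other. Within datasets it was 130.9 for the lentiviral libraries, 135 for retroviral dataset 1 and 158 for retroviral dataset 2. Over all genes, on the log2 counts before scaling, the mean distance was 201 from the lentiviral dataset to retroviral dataset 1, 235 from the lentiviral dataset to retroviral dataset 2, and 203 from one retroviral dataset to the other.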

To examine whether there was differential expression of nascent mRNAs between adult born immature neurons 2 weeks postmitosis and mature granule cells, we compared each retroviral dataset to the lentiviral dataset. 

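In the comparison of retroviral dataset 1 with the lentiviral dataset, edgeR estimated a common biological coefficient of variation of 37.02%, and in that of retroviral dataset 2 it estimated 39.0%. The dispersion trend fell with the mean count, from 0.694 in the lowest quartile of genes to 0.0165 in the highest for dataset 1, and from 0.762 to 0.0219 for dataset 2. Gene-by-gene dispersions lay within 4-fold of this trend for 99.4% of genes with dataset 1 and for 99.5% with dataset 2. Because edgeR shrinks these dispersions toward the trend, their closeness to it is partly built in and is no independent test of the fit.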

The dispersion or variance of the count data was estimated and agreed with the regression line, indicating a good fit of our filtered datasets to the binomial statistical model used in DEseq (Fig. 3*C*). The DEseq analysis revealed genes that were significantly enriched in the retroviral (red) and lentiviral (blue) samples. Differential expression was determined using ANOVA for each pairwise comparison, with the cutoff of false discovery rate (FDR) at ≤5% (Fig. 3*D*).

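With retroviral dataset 1, 3237 of the 15278 genes differed from the lentiviral dataset, 1417 of them higher in the retroviral libraries and 1820 lower. With retroviral dataset 2, 2696 genes differed, 1414 higher and 1282 lower. Of the alternatives that kept every library, a replicate block together with a correction for transcript length moved these counts most, to 760 higher and 1177 lower with dataset 1 and to 605 and 692 with dataset 2. Leaving out lentiviral replicate 2 gave 907 genes higher in dataset 1, 822 higher in dataset 2 and 701 lower in dataset 2. Without lentiviral replicate 3, dataset 2 had 770 genes higher and 608 lower, and without its own replicate 3 it had 935 higher and 733 lower.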

**Figure 3.**
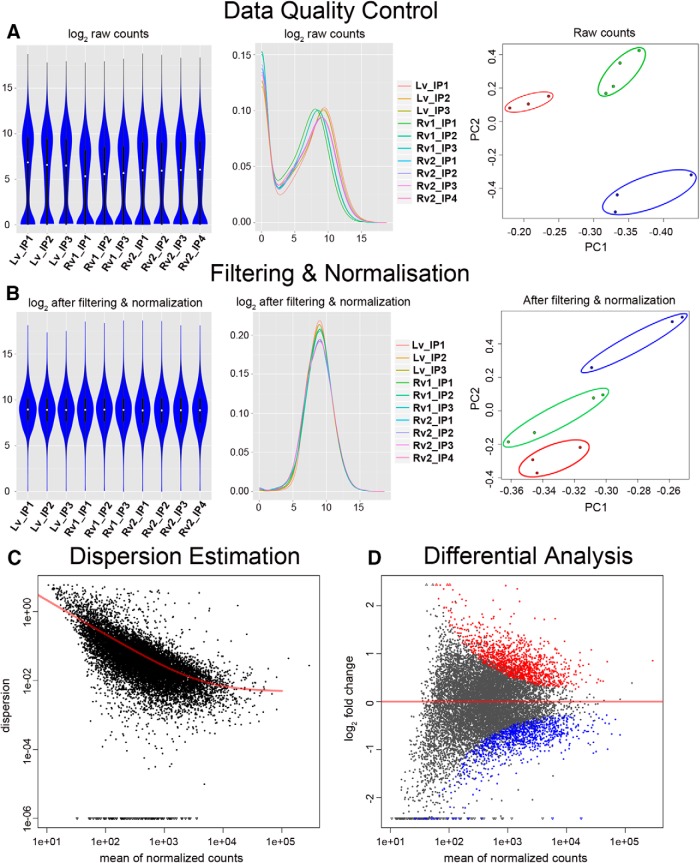
Flowchart for data analysis and quality control of RNAseq. ***A***, The counts assigned to all the genes after mapping were visually checked by violin plot (left; *y*-axis, log reads per gene) and density (middle; *x*-axis, log reads per gene; *y*-axis, number of genes), and by PCA (right). In the PCA plot, the samples clustered into the following three groups: lentiviral dataset is in blue; retroviral dataset 1 is in green; and retroviral dataset 2 is in red. ***B***, The data on counts were subsequently filtered to remove the lowly expressed genes, normalized, and also checked with data shapes and PCA analysis. The color scheme of the three groups in the PCA plot is the same as in ***A***. ***C***, The dispersion of the filtered and normalized data were estimated and compared with the regression line (red). ***D***, The data were tested with a negative binomial model, and ANOVA was used to determine significantly enriched genes and is shown in the M (log ratios) and A (mean average) plot. The red dots depict the significantly enriched genes in the retroviral dataset, and the blue dots depict the depleted genes (i.e., genes enriched in the lentiviral dataset).

### Differential gene expression analysis in immature and mature granule cells

Our experimental strategy using TU tagging allowed us to compare gene expression profiles in immature neurons (∼14 d postmitosis) that have yet to fully elaborate dendrites or receive excitatory synapses with the relatively mature state of neurons at 4 weeks postmitosis. We did not compare the datasets to input (whole dentate RNA) because of the inherent cellular heterogeneity in RNA from the whole dentate. The differential expression of nascent mRNAs was visualized using a heat map (Fig. 4*A*), in which red indicates upregulation and green indicates downregulation. The heat map shows the replicates from the lentiviral dataset with retroviral dataset 1 and dataset 2. There were 457 genes identified as specifically enriched in the retroviral datasets (Fig. 4*A*, top; Table 2, left) and 305 genes specifically enriched in the lentiviral dataset (Fig. 4*A*, bottom; Table 2, right). 

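In the counts, 508 genes were called higher in both retroviral datasets and 363 genes were called higher in the lentiviral dataset in both comparisons. Of the genes listed in Table 2, left, 456 were in the count table and all passed the filter, and 431 of them were among the 508. Of the 306 symbols listed in Table 2, right, 300 passed the filter, and 278 were among the 363. Every one of these 456 and 300 genes changed in its listed direction in both comparisons. For 499 of the 508 genes every retroviral library lay above every lentiviral library, and for 349 of the 363 every one lay below. With the correction for transcript length, 211 and 205 genes were called, 166 and 156 of them also among the 508 and the 363. With that correction and the replicate block, 124 and 153 genes were called. DESeq2's Wald test gave 722 and 553 genes. Leaving out lentiviral replicate 2 left 267 and 205 genes and leaving out lentiviral replicate 3 left 278 and 196, and without replicate 3 of retroviral dataset 2 there were 234 genes higher in the lentiviral dataset.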

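Among the genes for which retroviral and lentiviral libraries did not overlap, those with the largest change in both comparisons included Eid3, 4931430N09Rik, Speer4b and Gm19522 in the retroviral direction and Fam181a, Madcam1, Calml4, Kcnj13 and Cldn1 in the lentiviral direction. Eid3 (chromosome 10, 82866626 to 82867930) had no count in any lentiviral library and was at least 2.97-fold higher in retroviral dataset 1 and at least 6.59-fold higher in dataset 2, but its call was lost in each fit that left out 1 library, and DESeq2 returned no FDR for it. The table's 4931430N09Rik, which has no match in the annotation, had 15.1 ± 8.60 normalized counts in the lentiviral dataset (SD, n = 3) against 167 ± 44.1 in retroviral dataset 1 (n = 4) and 100.8 ± 24.5 in dataset 2 (n = 3). Speer4b (chromosome 5, 27495639 to 27501438) had log2 fold changes of 2.11 and 2.54 in the 2 datasets, and Gm19522 (chromosome 16, 42884370 to 42912065) had 2.12 and 2.07. With dataset 2, the call was lost in 3 of the 6 fits that each left out 1 library for 4931430N09Rik (FDR up to 0.0688), in 2 for Speer4b (up to 0.0763) and in 5 for Gm19522 (up to 0.148). With dataset 1, it was lost in 4 of 7 such fits for Gm19522 (up to 0.0917), whose calls were also lost with the replicate block in both datasets.
Fam181a (chromosome 12, 103310975 to 103317065) and Madcam1 (chromosome 10, 79664559 to 79668537) had no count in any retroviral library and were at least 6.29-fold and at least 6.08-fold lower in dataset 1, and at least 3.43-fold and at least 3.32-fold lower in dataset 2. Both calls were lost with the replicate block in either dataset, and in dataset 2 also in each of the 6 fits that left out 1 library (FDR up to 0.123 and 0.128). Calml4 (chromosome 9, 62858080 to 62875921) was at least 69.2-fold lower in dataset 1 and at least 37.8-fold lower in dataset 2. Cldn1 (chromosome 16, 26356642 to 26371841) was at least 21.3-fold lower in dataset 2 and had a log2 fold change of −3.31 in dataset 1, where 4 of 7 fits that each left out 1 library lost its call (FDR up to 0.0963). Kcnj13 (chromosome 1, 87386363 to 87394729) had log2 fold changes of −4.33 and −4.30. The lentiviral counts of Kcnj13 and Calml4 were uneven, at 67.9 and 15.6 in replicate 1 against 1053 and 322 in replicate 2, and 1197 and 293 in replicate 3. Calml4, Kcnj13 and Cldn1 are among the choroid plexus markers of the additional observations. There, choroid plexus tissue or RNA in lentiviral replicates 2 and 3 is a candidate explanation of such markers.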

There was a high degree of consistency between the two retroviral datasets with fold increases (FDR criteria <0.05) that ranged from 1.15 to 7.34. In this comparative analysis, many significantly enriched genes showed only small fold changes (FCs). 

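Over the 15278 genes tested, the log2 fold changes of the 2 retroviral datasets had a Pearson correlation of 0.390 and a Spearman correlation of 0.364, and 62.7% of genes had the same sign in both. These are correlations across genes, which are not independent replicates, and both fold changes are taken against the same 3 lentiviral libraries. In 20 simulations of unchanged groups measured against shared controls, the Pearson correlation had a median of 0.528 (range, 0.489 to 0.546), 67.9% of genes had the same sign, and 0 genes were called in both comparisons in the same direction. At an unadjusted p under 0.05 the simulations gave a median of 163 such genes and at most 180, against 1863 in the counts. Among the genes called with dataset 1, 70.8% had the same sign with dataset 2, and among those called with dataset 2, 71.5% had the same sign with dataset 1. There were 212 genes called in both comparisons in opposite directions. Without the genes that had at most 3 counts in every library of a group, the 506 remaining genes of the retroviral list had fold increases from 1.16 (Ptk2b, dataset 1) to 10.98 (4931430N09Rik, dataset 1). The smallest in dataset 2 was 1.22 (Tcf4).

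**Figure D2:**
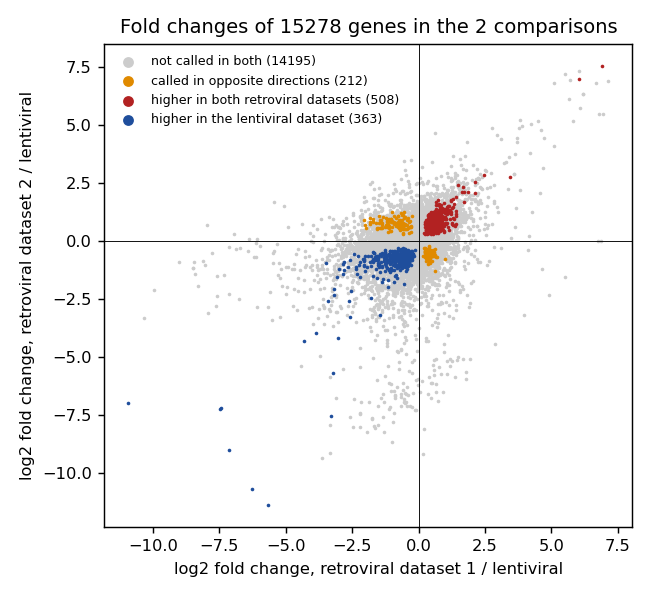
Log2 fold change over the lentiviral dataset in retroviral dataset 1 (x axis) against retroviral dataset 2 (y axis) for the 15278 genes tested, with the 508 genes called higher in both, the 363 called lower in both and the 212 called in opposite directions in separate colors. Genes without counts in a group are drawn at their fitted log2 fold changes, which depend on the prior count.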

In the case of the 457 genes in the retroviral dataset, there were 42 in dataset 1 with a fold change of >2, and 106 genes in dataset 2 with a fold change of >2. 

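Of the 508 genes, 52 had a fold change over 2 in retroviral dataset 1 and 123 in retroviral dataset 2. The median fold increase was 1.51 in dataset 1 and 1.68 in dataset 2, and 383 of the genes had the larger increase in dataset 2. Among the 363 genes higher in the lentiviral dataset, the median fold was 1.75 against dataset 1 and 1.73 against dataset 2, and 139 and 97 genes had a fold over 2.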

Because the pulse-labeling strategy with TU-tagging biases our analysis toward nascent RNAs, large fold changes in long-lived RNAs would be masked. This point emphasizes that TU tagging provides different information than transcriptome approaches based on steady-state RNA levels such as qPCR or microarrays.

**Figure 4.**
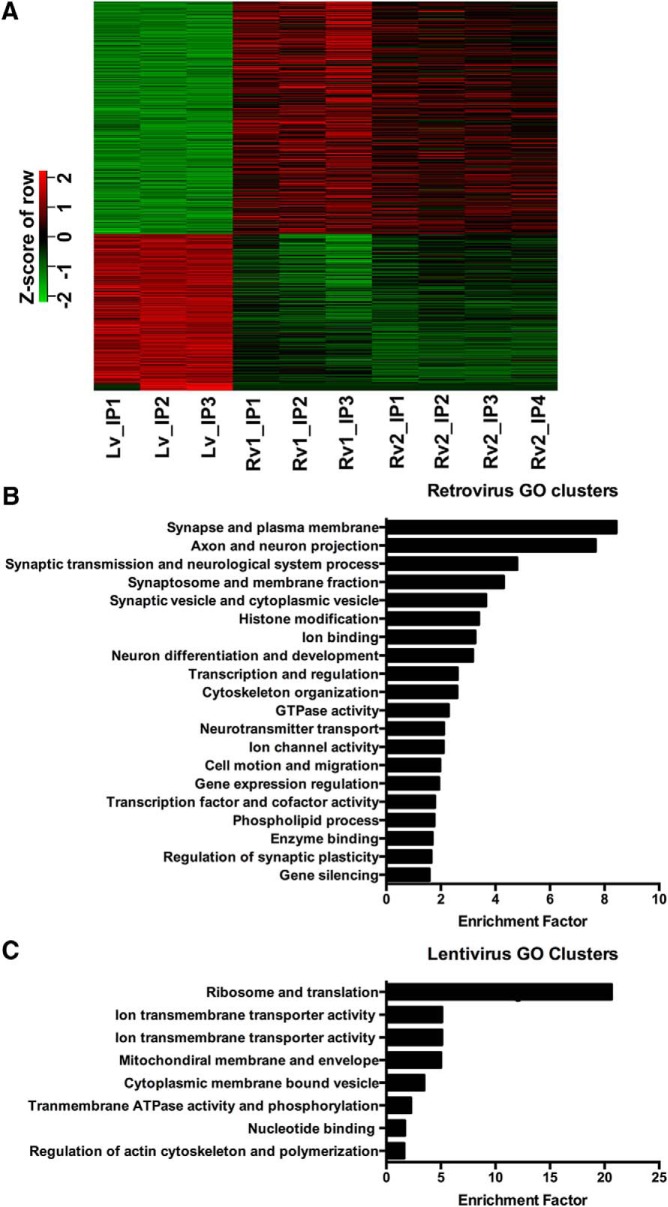
Differential expression of mRNA between immature and mature DG granule cells. ***A***, The retroviral datasets 1 and 2 were separately compared with the lentiviral dataset using a heat map. Each comparison generated a list of significantly changed genes. Both lists were merged into a new single list by requiring that the genes appeared in both lists. The heat map was plotted based on this new list. The 457 genes in the top half of the heat map were specifically enriched in the retroviral datasets. The 305 genes in the bottom half of the heat map were specifically enriched in the lentiviral dataset. ***B***, ***C***, The top enriched ontological clusters of DAVID categories are reported for the retroviral (***B***) and lentiviral (***C***) datasets.

**Table 2:** Genes specifically enriched in retroviral and lentiviral datasets

457 genes enriched in retroviral datasets							307 genes enriched in lentiviral datasets				
*Gan*	*Psd*	*Phc3*	*Actb*	*Scn3a*	*Rap1gap2*	*Tef*	*Arf1*	*Rps23*	*Csdc2*	*Uqcrc1*	*Gpx1*
*Speer4b*	*Purb*	*C230081A13Rik*	*Swi5*	*Osbpl6*	*Dmxl2*	*Npepps*	*Ube2d3*	*Gdi2*	*2900064A13Rik*	*Tspyl3*	*Fhl2*
*Nova2*	*A930013F10Rik*	*Appbp2*	*Ocrl*	*Efr3b*	*Dlg3*	*Med13*	*Gnb2l1*	*Dars*	*Rps20*	*Aup1*	*Ap2s1*
*Dynll2*	*Tnrc6b+Mir5113*	*Nipbl*	*Nucks1*	*Taok1*	*Ankrd17*	*Pde8b*	*Rpl21*	*Cox4i1*	*Guk1*	*Rps12*	*Ppp5c*
*LOC626693*	*Gm6300*	*Dlg2*	*Epb4.1l1*	*Raph1*	*1810041L15Rik*	*Mtap1b*	*Rpl23*	*Cdk5*	*Hpcal1*	*2410006H16Rik*	*Gpr37l1*
*Lrrc8b*	*Nav2*	*Ash1l*	*6820431F20Rik*	*Jph1*	*Unc80*	*Trim33*	*Atp5a1*	*Yipf5*	*Atp5b*	*Flot1*	*Coro1a*
*Tbrg3*	*Neurl1b*	*Ylpm1*	*Rnf182*	*6430704M03Rik*	*Lrrc4*	*Nsd1*	*Rpl37a*	*Tmem109*	*Rpl18*	*Ifi27l1*	*Ninj1*
*Phxr4*	*Atxn1*	*Pwwp2a*	*Ncam1*	*Wipf3*	*Kif1b*	*Ahcyl2*	*Dbi*	*Prnp*	*Tmem59l*	*Gpc5*	*Gsn*
*Cmah*	*Ncoa6*	*Mll2*	*Arhgef12*	*Slc4a7*	*Dnmt3a*	*Gabrb3*	*Rpl29*	*Tubb3*	*Spag7*	*Dnalc4*	*Elovl7*
*Ppm1l*	*Mbtd1*	*Csmd1*	*Ptpre*	*Camta1*	*Ptp4a2*	*Mgea5*	*Pnkd*	*Sec22b*	*Pdcd6*	*Bex1*	*Sf3b4*
*5031426D15Rik*	*Cdr1*	*Plxna2*	*Ldoc1l*	*Brd3*	*Glg1*	*Atf6*	*Vdac2*	*Psma5*	*Actg1*	*Atp5d*	*Pnpla2*
*Kcnq3*	*C77370*	*Tanc2*	*Itsn1*	*Zdhhc17*	*Gabrb2*	*Sphkap*	*Reep5*	*Gucy1b3*	*Ube2a*	*2610301G19Rik*	*Suclg2*
*Grin2b*	*Olfr613*	*Ranbp10*	*Apc*	*Cnksr2*	*Fyco1*	*Slc1a2*	*Ndufs3*	*Cox8a*	*Tmco1*	*Mrpl49*	*Rbck1*
*1700080N15Rik*	*Ryr2*	*Arhgef9*	*Usp54*	*Chl1*	*Adcyap1r1*	*Rac1*	*Morf4l2*	*Actr1b*	*Tbcb*	*Hk1*	*Spp1*
*Nav3*	*Mll1*	*Ralgapa2*	*Kif21a*	*Ablim1*	*Adcy1*	*Ank2*	*Sparc*	*Tssc1*	*Rps3a*	*Coq6*	*Gadd45g*
*Gatad2b*	*Kbtbd11*	*Larp4b*	*Kif1a*	*Hnrnpd*	*Ip6k1*	*Tnik*	*Hpca*	*Sec11c*	*Ptgds*	*Tmem85*	*Gltscr2*
*Bmpr2*	*Ssbp3*	*Eif2c1*	*Fzd3*	*Hivep2*	*Golgb1*	*Ppp1r9a*	*Rps6*	*Papss1*	*Psmb5+Mir686*	*Rplp1*	*Med18*
*Grin2a*	*Fam178a*	*Atm*	*Srgap3*	*Hipk1*	*Ank*	*Dync1h1*	*Rpl13a+Snord33+Mir5121*	*Dstn*	*Rpl7a*	*Mrpl12*	*Rbp1*
*Arhgap32*	*Tet1*	*Dpp8*	*Srek1*	*Herc2*	*Ube3b*	*Ubr5*	*Ndufa10*	*Ywhaq*	*P4htm*	*Mcrs1*	*Rps10*
*4930470H14Rik*	*Ergic1*	*Setx*	*Ncor1*	*Cblb*	*Rab6b*	*Kpnb1*	*Gad1*	*Rpl27*	*Maea*	*1810063B05Rik*	*Dohh*
*Nup50*	*Vps13c*	*Rmnd5a*	*Klf9*	*Ankhd1*	*Pum1*	*Camk2n1*	*Rps24*	*0610007C21Rik*	*Arl1*	*Snrpb*	*Mib2*
*Onecut2*	*Sobp*	*Malat1*	*Huwe1*	*Myo9a*	*Ccdc88a*	*2610507B11Rik*	*Atp6v1g2*	*Uba2*	*Psmd8*	*Gm12657*	*Tuft1*
*Cdc73*	*Adcy9*	*Fam40a*	*Opcml*	*Sbf2*	*Ankrd12*	*Dsp*	*Rps17*	*Eef1a1*	*Psmd6*	*Sec61b*	*Sulf1*
*Hrk*	*Srrm2*	*Atxn2*	*Lyst*	*Mir770+Meg3*	*Tmem132b*	*Phactr1*	*Rplp2*	*Timm23*	*1110002B05Rik+Mir1892*	*Gpx4*	*Enpp2*
*Gm3893*	*A230073K19Rik*	*Plxna4*	*Gnaq*	*Aldh5a1*	*Snx27*	*Ppig*	*Rpl36*	*Rnf7*	*Txnl1*	*Bsg*	*1500015O10Rik*
*Tbl1x*	*Clmn*	*Nfat5*	*2900026A02Rik*	*Syngr1*	*Scaf11*	*Syn2*	*Rpl35a*	*Pttg1ip*	*Slbp*	*Scrn1*	*Kcnj13*
*Pex5l*	*Tjp1*	*Luzp1*	*Gucy1a2*	*Scn2a1*	*Hecw1*	*B4galt6*	*Rpl24*	*Dynll1*	*Rps27a*	*Puf60*	*Cldn1*
*Mib1*	*Ptprd*	*1810026B05Rik+Chd2*	*Rph3a*	*Herc1*	*Gfod1*	*Zfr*	*Rpl14*	*Aarsd1*	*Prelid1*	*Mlc1*	*Col8a1*
*Palm2*	*Atp6v0a4+D630045J12Rik*	*6230409E13Rik*	*Fat3*	*Arhgap20*	*D430041D05Rik*	*Gria1*	*Pgam1*	*Rps11*	*Fabp5*	*Txndc15*	*Slc4a5*
*Kdm2a*	*Mnt*	*Tacc2*	*9930021J03Rik*	*Smad3*	*Sorbs1*	*Kidins220*	*Npm1*	*Manf*	*Gm12191+Rpl30*	*Chchd2*	*Clic6*
*D10Bwg1379e*	*Eif2c3*	*Ncan*	*Msl1*	*Jhdm1d*	*Scn8a*	*Cbx5*	*Gm12070*	*Ccdc142+Mrpl53*	*Cmpk1*	*Ndufb2*	*Wfdc2*
*Prox1*	*Prrc2c*	*Ntrk3*	*Spire1*	*Thsd7a*	*Dnajc7*	*Slc7a14*	*Atp5f1*	*Eif3i*	*Arxes2*	*Dalrd3*	*Ttr*
*Kcnj6*	*Ipw*	*Dusp18*	*Rsf1*	*Atp8a1*	*Vldlr*	*Hnrnpa2b1*	*Rpl10a*	*Akr1a1*	*Pgrmc1*	*B3gnt1*	*Kcne2*
*A130077B15Rik*	*Fryl*	*Ythdf1*	*Rock2*	*Sppl3*	*Galntl1*	*Zmynd11*	*Ngfrap1*	*Rpsa*	*Rpl3*	*Rpl13*	*Calml4*
*Rnf150*	*1700025G04Rik*	*Elavl3*	*Rev3l*	*Gpd2*	*Scn1a*	*Nell2*	*Micu1*	*Psmd5*	*Coq9*	*Fth1*	*Tmem72*
*Setd5*	*Kcnma1*	*Dscam*	*Anp32a*	*Fam160b1*	*Larp1*	*Trim37*	*Atp6v1g1*	*Ndufs5+BC002163_d*	*up1 Arpc5*	*Tsfm*	*Steap1*
*Nhsl2*	*St3gal2*	*Bod1l*	*Fam63b*	*Fam134a*	*Rb1cc1*	*Sirpa*	*Ndufs2*	*Mrpl15*	*Eif3h*	*Gng10*	*Otx2*
*Tmed9*	*Zfp871*	*Dusp11*	*Agap1*	*Gpatch8*	*Mgat3*	*Cdk14*	*Rpl9*	*Mbp*	*BC003965*	*Dnm2*	*Folr1*
*Igsf3*	*Usp34*	*Ap1g1*	*Whsc1l1*	*Sbno1*	*Cep170*	*Dcaf7*	*Psmd7*	*Flcn*	*9530068E07Rik*	*Adrm1*	
*Crebbp*	*Ube3a*	*Rbfox1*	*Slc38a1*	*Robo2*	*Mtap7d2*	*Sf3b1*	*Ppia*	*Degs1*	*Stmn3*	*Muted*	
*Cnot6*	*Syt7*	*Myt1l*	*Pclo*	*Elavl1*	*Aff4*	*Ptpra*	*Gnb5*	*Caly*	*Cd9*	*Lrrc45*	
*Slitrk3*	*Bsn*	*Lrp1b*	*Nfix*	*Celf1*	*Otub1*	*Stxbp1*	*Gcsh*	*Btf3*	*Adprh*	*Por*	
*Tmcc1*	*Cd47*	*Cadm1*	*Kcna1*	*Agtpbp1*	*Hlf*	*Erc2*	*Cox5b*	*2210016L21Rik*	*Tmsb4x*	*P4hb*	
*Ubn2*	*Bcr*	*Ank3*	*Hook3*	*Zfp238*	*Ganab*	*Armcx5+Gprasp1*	*Atxn10*	*Fam131a*	*Eif6*	*Mgp*	
*Fstl4*	*Cacna1e*	*Ubr4*	*Diras2*	*Smg1*	*Ubqln1*	*Ttc3*	*Rps3*	*2400001E08Rik*	*Eif1*	*Zfp30*	
*Tab3*	*Nav1*	*Rasal2*	*Atg2b*	*Sec16a*	*Nbea*	*Spna2*	*Prdx1*	*Psmc6*	*Dmap1*	*Wls*	
*Dusp8*	*Mdga2*	*Pcdh19*	*Slc4a4*	*Adnp*	*Shisa7*	*Synj1*	*Pgm2*	*Ndufb6*	*Cct4*	*Rps4y2*	
*Tbr1*	*Mdn1*	*Nfib*	*Senp2*	*Tmod2*	*Rasgrf2*	*Nrp1+Mir1903*	*Gm1821_dup1*	*Med28*	*Rabac1*	*Ezr*	
*Dgkh*	*Slco3a1*	*Dstyk*	*Irf2bp2*	*Ppfia2*	*Adrbk2*	*Cyfip2*	*A030009H04Rik*	*Cox6a1*	*Ndn*	*Syt5*	
*Cbfa2t3*	*Map3k3*	*Snx30*	*Ythdc1*	*Pbrm1*	*Arf3*	*Hnrnpu*	*Ugp2*	*Adck3*	*Dusp6*	*Ctso*	
*Dcdc2c*	*Tbcel*	*Mllt3*	*Tcerg1*	*Nktr*	*Trim9*	*Dlgap1*	*Atp6v1h*	*Sucla2*	*Bcl2l1*	*Brp44*	
*Psmd11*	*Atxn7l3b*	*Dpysl2*	*Camsap1*	*Iqgap2*	*Syt1*	*Cttnbp2*	*1500011B03Rik*	*Polr1d*	*Aacs*	*Bex4*	
*Gm17821*	*Sorl1*	*Sema5a*	*Bptf*	*Gm15800*	*Spnb2*	*Tcf4*	*Stx1a*	*Sirt2*	*Rab7*	*Twf2*	
*Foxn3*	*Rc3h2*	*Nfia*	*Neto1*	*Fut9*	*Prkca*	*Prkcb*	*Rps9*	*Sesn1*	*H3f3a*	*Vamp3*	
*Eif2c4*	*Cdc42bpa*	*Fry*	*Foxo1*	*Prickle2*	*Kcnh1*	*Ptk2b*	*Rps7*	*Rpl27a*	*Cnp*	*Nudcd2*	
*Pcdh9*	*Rasgef1a*	*Fam171b*	*Rnf10*	*Fam168a*	*Fam117b*		*Rps25*	*Katnb1*	*Wdr18*	*Lgmn*	
*Fam59a*	*Rc3h1*	*Ccdc82*	*Rfx3*	*Ezh1*	*Atrx*		*Ndrg4*	*Ap1s1*	*S100a10*	*Abcb6*	
*E330033B04Rik*	*Pds5a*	*Mga*	*Pip5k1a*	*Whsc1*	*Nmnat2*		*Hsd17b12*	*Tpt1*	*Phospho2*	*Hgs*	
*Itga4*	*C230091D08Rik*	*Gm10845*	*Fam155a*	*Gcap14*	*Slc24a2*		*Hnrnpk*	*Tomm22*	*Osgep*	*Chchd6*	
*Zfp488*	*Pten*	*Eml5*	*Sv2a*	*Xpr1*	*Olfm1*		*Cfl1*	*Rps13*	*Id3*	*Ubc*	
*Rorb*	*Smg7*	*C330006A16Rik*	*Lsamp*	*Med13l*	*Aak1*		*Acsbg1*	*Rpl7*	*Eif3g*	*Matk*	
*Mll3*	*Prkar2a*	*Setd2*	*Atp2b1*	*Lrrfip1*	*Rbm25*		*Hagh*	*Pebp1*	*Cct6a*	*Ccdc107*	
*Wipf2*	*Odz3*	*Gatsl2*	*Arhgap5*	*Brwd1*	*Negr1*		*Eif4a3*	*Dkk3*	*Nap1l5*	*Hist1h2bc*	
*Nr2c2*	*A630089N07Rik*	*Rod1*	*Trp53inp2*	*Atp2b2*	*Sort1*		*Apbb1*	*Commd8*	*Itm2b*	*Hint2*	
*BC005561*	*Mlec*	*Mycbp2*	*Celf2*	*Akap6*	*Sept3*		*Abcb8*	*Plk2*	*Hadh*	*Haghl*	
*Kcnq1ot1*	*Ablim3*	*Ildr2*	*Cacna2d1*	*Trrap*	*Ubr3*		*Tmeff2*	*Pfkl*	*Ckb*	*Rab1b*	
*Rims1*	*Slc27a4*	*Adam22*	*Abl2*	*Tnfrsf21*	*Mll5*		*Wbp2*	*Nefl*	*Atp5g3*	*2410018M08Rik*	

To examine common functional relationships among the top differentially expressed genes, we performed GO analysis across the molecular function, cellular component, and biological process domains. The top GO clusters for genes differentially upregulated in the retroviral datasets and lentiviral dataset are presented in order of DAVID enrichment score (Fig. 4*B*,*C*). 

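Annotation databases were not used here, so lists of genes written from general knowledge stood for categories of gene function. For each list, limma's camera, with a preset correlation of 0.01 between genes, tested whether its genes moved relative to all other genes, with Benjamini-Hochberg adjustment over the 18 tests of 9 lists in both comparisons. The list of 108 synaptic genes had a median log2 fold change of 0.16 in retroviral dataset 1 (camera FDR = 0.0848) and 0.39 in dataset 2 (FDR = 4.19e-07). For 75 axon guidance genes the medians were 0.11 (FDR = 0.245) and 0.45 (FDR = 9.28e-06), and for 72 genes encoding chromatin modifiers they were 0.29 (FDR = 0.00164) and 0.53 (FDR = 3.02e-10). The median of all genes was 0.00 and −0.04. Between the retroviral datasets themselves, the medians of these 3 lists were higher in dataset 2 by 0.26, 0.32 and 0.23 (camera FDR = 0.000855, 0.00572 and 0.000758). The correction for transcript length moved these medians most, to −0.03, −0.09 and 0.06 in dataset 1, where the chromatin list was then no longer called, and to 0.17, 0.21 and 0.26 in dataset 2. Of the 12 list tests past the threshold with camera, 3 held with an estimated correlation, those of the synaptic, axon guidance and chromatin lists in dataset 2, and fry, a rotation test of the list alone, called 14.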

The top GO categories in the retroviral datasets (Fig. 4*B*) were linked with synaptic function (e.g., synapse and plasma membrane, synaptic transmission, synaptic vesicles), neuronal morphology (e.g., cell morphogenesis during neuronal differentiation, axon guidance, and cell motion), and transcriptional regulation (e.g., chromatin organization, histone methylation, and DNA modification). These general patterns are consistent with the early phases of dendritic and synaptic development of newborn neurons at 2 weeks postmitosis (see also Miller et al., 2013). Transcription factors were the single largest category with >65 genes among the 457, only some of which have previously been linked to early neuronal development (Table 2).

At the single-gene level, the differential transcription profile of 2-week-old adult born neurons revealed by our TU-tagging analysis showed a high overlap with transcripts previously linked to adult hippocampal neurogenesis and maturation. For example, transcripts for developmentally regulated proteins used as markers for immature granule cells were significantly upregulated in the following retroviral datasets: *Prox1* (FC, 2.17; *q* = 5.9E-12); *Tbr1* (FC, 1.97; *q* = 0.06); and *Ncam* (FC, 1.71; *q* = 2E-20). 

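Prox1 (ENSMUSG00000010175; GRCm38 chromosome 1, 190118035 to 190170714) had 1241 ± 247 normalized counts in the lentiviral dataset (SD, n = 3), 2715 ± 288 in retroviral dataset 1 (n = 4) and 2911 ± 522 in retroviral dataset 2 (n = 3). Its log2 fold change was 1.12 (standard error 0.14, FDR = 0.00027 in edgeR's quasi-likelihood test) in dataset 1 and 1.25 (standard error 0.18, FDR = 0.00142) in dataset 2. The length correction moved it most, to 0.85 and 0.82, and the gene was called under every alternative. Tbr1 (ENSMUSG00000035033; chromosome 2, 61802930 to 61814114) rose from 209.6 ± 44.96 normalized counts to 416 ± 64.2 and 477 ± 100.3, with log2 fold changes of 0.98 (standard error 0.22, FDR = 0.00845 in edgeR's quasi-likelihood test) and 1.20 (standard error 0.27, FDR = 0.0114). Without lentiviral replicate 3, Tbr1 was no longer called in dataset 2 (log2 fold change 1.09; FDR over all alternatives from 0.000474 to 0.0544). Ncam1 (ENSMUSG00000039542; chromosome 9, 49502136 to 49798925) rose from 12574 ± 52.8 normalized counts to 21626 ± 583 and 18834 ± 1390.4, with log2 fold changes of 0.77 (standard error 0.056, FDR = 6.61e-06 in edgeR's quasi-likelihood test) and 0.60 (standard error 0.085, FDR = 0.0014). It was lower in dataset 2 than in dataset 1 by the same test (log2 difference −0.20, FDR = 0.0352), and with the replicate block and length correction together it was not called in dataset 2 (log2 fold change 0.28; FDR over all alternatives from 7.78e-11 to 0.0656). For each of the 3 genes, every retroviral library was above every lentiviral library.

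**Figure D3:**
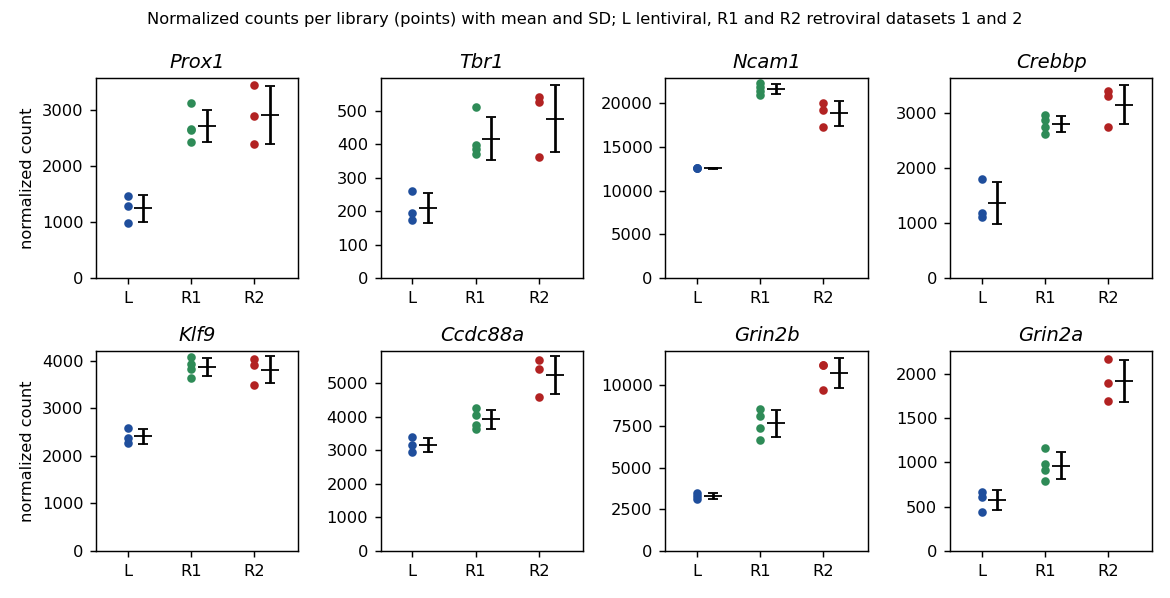
Normalized counts of Prox1, Tbr1, Ncam1, Crebbp, Klf9, Ccdc88a, Grin2b and Grin2a in each library of the lentiviral dataset (n = 3), retroviral dataset 1 (n = 4) and retroviral dataset 2 (n = 3), with the mean and SD of each dataset. Each panel's axis starts at 0, and the means of both retroviral datasets lie above the lentiviral mean for all 8 genes.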

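Crebbp, the gene for CREB binding protein (ENSMUSG00000022521; chromosome 16, 4081328 to 4213997), had 1369 ± 383 normalized counts in the lentiviral dataset (SD, n = 3), 2809 ± 148 in retroviral dataset 1 (n = 4) and 3156 ± 356 in retroviral dataset 2 (n = 3). The log2 fold changes were 1.03 (standard error 0.15, FDR = 0.000821 in edgeR's quasi-likelihood test) and 1.22 (standard error 0.18, FDR = 0.00192), and the gene was called in both datasets under every alternative.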

Several genes associated with the maturation of immature dentate granule cells were also upregulated, including CREB binding protein (CBP; FC, 2.04; *q* = 2.6E-11), which regulates newborn granule cell development and survival as triggered by GABA-mediated depolarization (Nakagawa et al., 2002; Jagasia et al., 2009). Likewise, *Klf9* (FC, 1.59; *q* = 6.4E-8) acts in terminal stages of neuronal differentiation (Scobie et al., 2009), and *Girdin* (FC, 1.23; *q* = 0.02) regulates axonal development and migration of immature dentate granule cells (Enomoto et al., 2009). These results indicated that these tagged nascent mRNAs are dynamically upregulated in immature newborn granule cells.

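Klf9 (ENSMUSG00000033863; chromosome 19, 23141226 to 23168134) had 2413 ± 157 normalized counts in the lentiviral dataset (SD, n = 3), 3873 ± 189 in retroviral dataset 1 (n = 4) and 3816 ± 291 in retroviral dataset 2 (n = 3). Its log2 fold changes were 0.67 (standard error 0.085, FDR = 0.000262 in edgeR's quasi-likelihood test) and 0.68 (standard error 0.11, FDR = 0.00278), and no alternative changed its calls. Girdin is encoded by Ccdc88a (ENSMUSG00000032740; chromosome 11, 29373658 to 29510808), which had 3157.5 ± 219.6, 3919 ± 284 and 5229.6 ± 569 normalized counts in the 3 datasets. Its log2 fold change was 0.30 in dataset 1 (standard error 0.088, FDR = 0.0298 in edgeR's quasi-likelihood test) and 0.75 in dataset 2 (standard error 0.11, FDR = 0.00206), and the retroviral datasets differed by 0.41. In dataset 1 the direction of Ccdc88a changed with the length correction (log2 fold change −0.03), alone or with the replicate block, and it was not called with the GC correction (0.08). The call in dataset 1 was also lost without lentiviral replicate 1 (0.30) or 2 (0.25), or replicate 1 (0.27) or 3 (0.29) of dataset 1, and the FDR over all alternatives ran from 0.00605 to 0.944. In dataset 2 it was not called with the length correction (0.24; FDR over all alternatives from 1.1e-08 to 0.234).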

At the synaptic level, the retroviral datasets had enrichment of the NMDA receptor subunit gene *Grin2b*, which is expected to be expressed at a higher level in immature (FC, 2.31; *q* = 1E-18)], but *Grin2a* (FC, 1.66; *q* = 0.0019), which shows activity-dependent expression, was also enriched, perhaps indicating that the TU-tagging approach captured the increase in nascent transcripts just as synaptogenesis begins. 

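Grin2b (ENSMUSG00000030209; chromosome 6, 135713233 to 136173511) had 3301 ± 194 normalized counts in the lentiviral dataset (SD, n = 3), 7680.4 ± 803 in retroviral dataset 1 (n = 4) and 10695 ± 885 in retroviral dataset 2 (n = 3). Its log2 fold changes were 1.21 (standard error 0.096, FDR = 1.23e-05 in edgeR's quasi-likelihood test) and 1.71 (standard error 0.10, FDR = 6.54e-05), and it was called in both datasets under every alternative. Grin2a (ENSMUSG00000059003; chromosome 16, 9567898 to 9995560) rose from 574 ± 117.3 normalized counts to 961 ± 152 and 1916 ± 237, with log2 fold changes of 0.73 (standard error 0.18, FDR = 0.0143 in edgeR's quasi-likelihood test) and 1.76 (standard error 0.18, FDR = 0.000475). In dataset 1, Grin2a was not called with the length correction (log2 fold change 0.29), with the GC correction (0.51) or without lentiviral replicate 3 (0.58), and its FDR over all alternatives ran from 0.001 to 0.431. Both genes were higher in retroviral dataset 2 than in dataset 1, by 0.47 for Grin2b and 0.99 for Grin2a on the log2 scale.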

To link the enriched genes to signaling pathways, we analyzed the enriched genes in the retroviral datasets using the KEGG pathways, which revealed an annotation cluster containing the highest enrichment in the following three terms: axon guidance, Wnt signaling pathway, and long-term potentiation (LTP; see Discussion).

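The list of 49 Wnt signaling genes had a median log2 fold change of 0.06 in retroviral dataset 1, with 27 genes higher and 22 lower (camera FDR = 0.514). In dataset 2 the median was 0.56, with 41 genes higher and 8 lower (camera FDR = 1.09e-05). Between the retroviral datasets the median of the list was 0.43 higher in dataset 2 (camera FDR = 0.00603). In dataset 1 the direction of the median changed with the length correction (−0.0067) and without lentiviral replicate 2 (−0.0046), lentiviral replicate 3 (−0.021) or replicate 3 of dataset 1 (−0.025). Of the 75 axon guidance genes, 19 were called higher and 8 lower in dataset 1, and 19 higher and 1 lower in dataset 2.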

Between 2 and 4 weeks postnatally, dentate granule cells show a dramatic expansion of their dendritic arbors and the formation of excitatory synaptic innervation from the perforant path. Thus, we expected to see differential expression of synaptic genes in the lentiviral dataset, representing mature granule cells, compared with the retroviral datasets, representing immature granule cells. This was not the case. In contrast, the lentiviral dataset showed differential expression in genes associated with metabolic regulation (ribosomes, mitochondria, and oxidative phosphorylation), ion transporters necessary to maintain ion gradient action potential and synaptic activity, and actin polymerization/remodeling, a biochemical process associated with stabilization of the dendritic spines and morphological changes at synapses (Fig. 4*C*). It should be emphasized that synaptic genes are of course expressed in mature cells, but our results are comparative in order to reveal differences in patterns between immature and mature granule cells. Thus, with maturation the enriched genes in mature granule cells reflect the high cellular metabolic demand imposed by the expansion of the dendritic membrane, synapse formation, and increased synaptic activity.

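Of the 108 synaptic genes of the list described above, 65 were higher and 43 lower in retroviral dataset 1 than in the lentiviral dataset, and 32 were called higher and 14 lower. In retroviral dataset 2, 81 were higher and 27 lower, with 39 called higher and 7 lower.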

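The 85 ribosomal protein genes tested had a median log2 fold change of −0.24 in retroviral dataset 1, with 69 genes lower and 41 of them called (camera FDR = 3.83e-06), and −0.56 in dataset 2, with 80 lower and 62 called (FDR = 3.14e-14). The 90 genes of oxidative phosphorylation had medians of −0.04 (50 lower, 40 higher; camera FDR = 0.275) and −0.46 (82 lower, 8 higher; FDR = 4.82e-10). In dataset 1 the oxidative phosphorylation median changed direction with the length correction (0.057), alone or with the replicate block, and without lentiviral replicate 1 the list was called (median −0.10; FDR over all alternatives from 0.0276 to 0.728). For 42 proteasome genes the medians were −0.14 (camera FDR = 0.533), which turned to 0.038 with the replicate block and length correction together, and −0.49 (FDR = 2.05e-06), and for 18 genes of the V-type ATPase, a proton transporter, they were 0.17 (FDR = 0.525), which turned to −0.05 without a filter on low counts, and −0.34 (FDR = 0.00313). The 30 genes of actin remodelling had medians of −0.26 (camera FDR = 0.00124) and −0.27 (FDR = 0.00581). Under the length correction, the ribosomal medians were −0.12 and −0.31, and both were called. Between the retroviral datasets, the ribosomal, oxidative phosphorylation, proteasome and V-type ATPase medians were lower in dataset 2 by the test of that difference (medians −0.37, −0.40, −0.48 and −0.51), whereas the actin median was not shown to differ (camera FDR = 0.539). None of these 5 lists passed the threshold with camera's estimated correlation, and the FDR of the ribosomal genes over all alternatives ran from 7.46e-07 to 0.285 in dataset 1 and from 5.18e-18 to 0.294 in dataset 2.

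**Figure D4:**
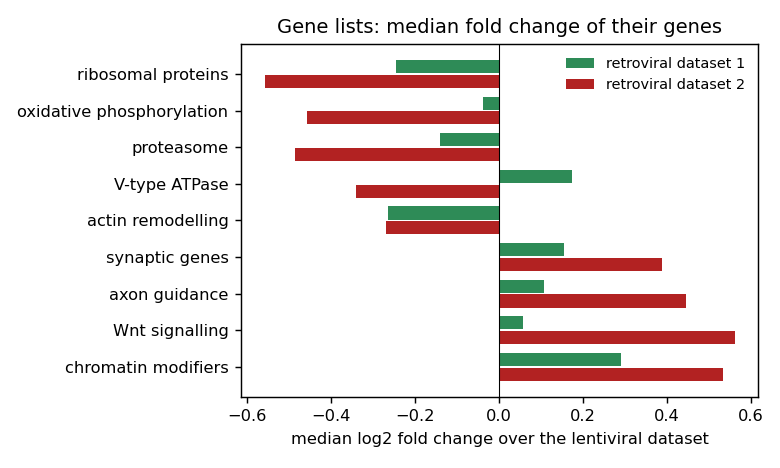
Median log2 fold change, retroviral over lentiviral, of the genes of 9 lists in retroviral dataset 1 and retroviral dataset 2 (bars from 0). The ribosomal, oxidative phosphorylation, proteasome and actin medians are below 0 in both datasets and the synaptic, axon guidance, Wnt and chromatin medians above 0, while the V-type ATPase differs in sign; with the length correction the dataset 1 medians of the oxidative phosphorylation, synaptic, axon guidance and Wnt lists change sign.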

### Comparison of nascent transcript levels obtained by TU tagging with steady-state RNA levels

Two important caveats must be considered in comparing our TU tagging results with traditional transcriptomics. First, TU tagging detects nascent transcripts, which may be distinct from the steady-state mRNA levels obtained by PCR or microarrays. Second, our analysis compared two relatively similar neurons because we were interested in the pattern shifts in gene expression during this period. To compare the RNAseq results with a steady-state RNA method, we combined LCM with qRT-PCR to examine steady-state mRNA levels of selected genes between the subgranular zone, where the majority of the immature newborn cells reside, and the outer margin of the granule cell body layer, which is composed almost entirely of mature granule cells. RNA was isolated from two cell-diameter-wide segments at the inner or outer border of the GCL (representing the SGZ and GCL, respectively; Fig. 5*A*) and amplified for qRT-PCR. mRNA expression levels of 26 genes selected at random from the top GO clusters enriched in the retroviral datasets were analyzed in both SGZ and GCL. Sixteen of the 26 genes (62%) upregulated in the retroviral data were also upregulated (*p* < 0.05) in the SGZ compared with the GCL (Fig. 5*B*). This group included several genes of potential significance for the development of immature neurons, such as transcription factor *Prox1* (*p* = 0.03; Steiner et al., 2008; Lavado et al., 2010; Karalay et al., 2011); cell adhesion molecule Down-Syndrome Cell Adhesion Molecule 1 (*Dscam1*; *p* = 0.03) that has a role in neuronal self-avoidance (Matthews et al., 2007); transcripts for Argonaut proteins (1, 3, and 4; *eif2c1*, *p* = 0.03; *eif2c3*, *p* = 0.03; *eif2c4*, *p* = 0.01) involved in the microRNA-induced silencing complex (Meister, 2013); and roundabout axon guidance receptor homologue 2 (*Robo2*, *p* = 0.03). The detection of differentially expressed genes by both methods implies that these mRNAs show rapid turnover, whereas upregulated genes by PCR, but not TU tagging, are likely long-lived mRNAs.

**Figure 5.**
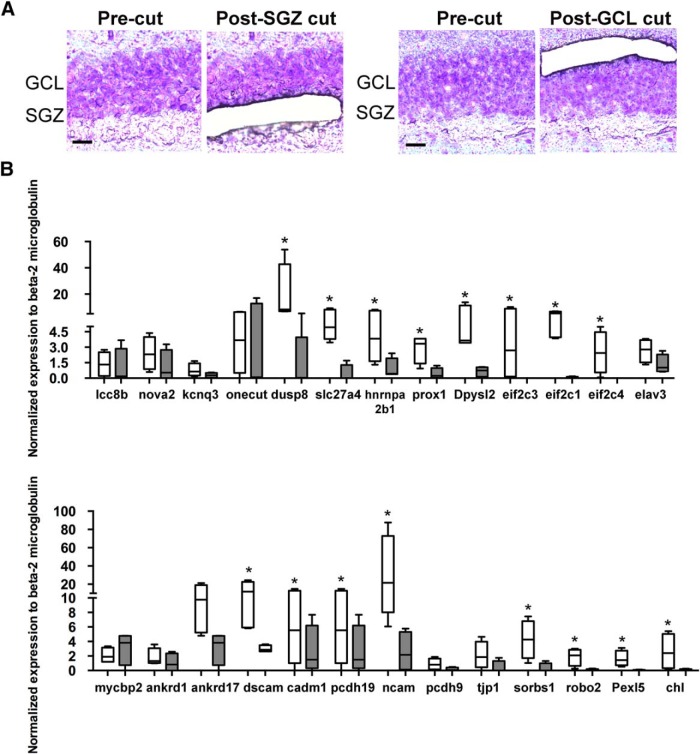
Validation by RT-PCR of TU-tagging target genes in tissue obtained by laser capture microdissection. ***A***, Sequential images of SGZ (two left panels) and GCL (right two panels) show the subregion microdissected by laser capture from cresyl violet-stained dentate gyri. Scale bar, 12 μm. The regions were chosen to show enrichment of immature and mature granule cells, respectively. ***B***, qPCR results from laser-captured tissue showed upregulation in the SGZ (white rectangles) compared with the GCL (gray rectangles) in 62% of the selected genes (16 of 26 genes), mRNA levels were normalized to β_2_-microglobulin. *p < 0.05, *n* = 5).

As a second comparison, we took the top 50 genes from the retroviral dataset and checked the spatial specificity of their expression with *in situ* hybridization results in the Allen Brain Atlas (Fig. 6; images were obtained and modified from http://www.brain-map.org). Of this group, 58% showed the spatial patterns predicted by our RNAseq data (i.e., enhanced expression in the subgranular zone; Fig. 6; a higher expression band occupying the inner border of the GCL), whereas 26% showed expression in both the subgranular zone and the outer margin, and 16% were not detected in the subgranular zone in the atlas. Thus, nascent mRNAs identified in the retroviral dataset showed the proper expression pattern with none expressed in regions with only mature granule cells, confirming the spatial specificity of our analysis.

**Figure 6.**
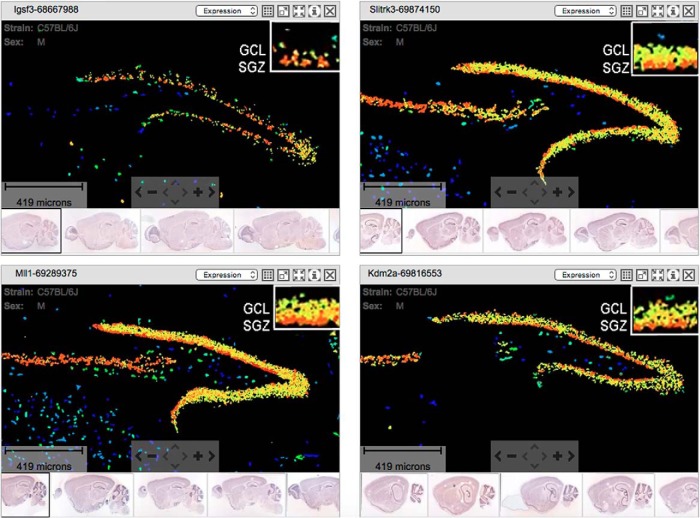
Consistent spatial expression patterns of retroviral enriched genes in mouse SGZ. Representative *in situ* hybridization images from the Allen Brain Atlas for *Igsf3*, *Slitrk3*, *MII1*, and *Kdm2a* show SGZ enrichment, which is consistent with our RNAseq data. The expression energy image display highlights the cells with the highest probability of gene expression using a heat map color scale (from low/blue to high/red).

## Discussion

The idea that changes in gene expression underlie functional alterations in synaptic plasticity, and vice versa, is a central tenet of neuronal development and plasticity. However, the methods used to address these questions with appropriate cell type-specific and high-temporal resolution have been limited until recently. Adult-generated newborn neurons provide a good test of such questions as these cells show definitive stages of morphological and synaptic development over the first weeks postmitosis. We adapted the TU-tagging method to compare profiles of nascent mRNAs in immature and mature dentate granule cells.

### Limitations of technical approach and comparison to prior results

Conventional transcriptome studies (e.g., gene expression microarrays, RNAseq) have been successfully used for gene identification in the regulation of cellular differentiation and other processes. These analyses are based on steady-state mRNA (total mRNA or the mature form of transcripts) by quantifying the abundance of transcripts at a given time, and thus such approaches average across both short- and long-lived transcripts. TU tagging (Cleary et al., 2005, Miller et al., 2009, Gay et al., 2013) can complement these approaches by providing high temporal resolution (16-18 h in our case) as well as cell type-specific resolution. We extended the TU-tagging approach to the intact nervous system to examine nascent mRNA profiles of adult-generated newborn hippocampal granule cells. We used a viral delivery method, which provided superior time resolution (hours rather than days) to transgenic approaches using a floxed UPRT mouse (Gay et al., 2013), and a high degree of certainty that all retrovirus-labeled cells were at the same exact developmental stage. By comparing differential expression between the two viruses, we could also control for any nonspecific changes caused by viral injections. Important to the sensitivity of the TU-tagging approach is the fraction of UPRT^+^ cells compared with the total cells in the tissue sample. Thus, in preparing samples for RNAseq, we microdissected the dentate gyrus so that the URPT^+^ fraction was a few percent, similar to the fractions in prior TU-tagging experiments in endothelial cells (Gay et al., 2013). In the future, the sensitivity of TU tagging may be further improved using methylthiosulfonate-activated biotin for 4SU-RNA isolation to increase efficiency compared with traditional biotin labeling (Duffy et al., 2015).

Other methods have been developed to examine cell type-specific gene profiling (Tallafuss et al., 2014), with each method having specific advantages. For example, translating ribosome affinity purification (TRAP) has the advantage of isolating mRNAs in the process of translation (Sanz et al., 2009). However, TU tagging has potential advantages compared with TRAP because the latter reflects steady-state RNA levels; whereas, TU tagging detects newly synthesized mRNA depending on 4-TU exposure—the shorter the 4-TU treatment, the closer the analysis approximates the transcriptional rate. This feature is important because fold changes in total RNA do not simply reflect alterations in RNA synthesis, but rather depend on differences in transcript turnover. For example, a 20-fold increase in the synthesis of a long-lived transcript (e.g., half-life, 24 h) will cause only a 1.5-fold increase in total RNA after 1 h compared with a >15-fold increase of a short-lived transcript (e.g., half-life, 30 min). Furthermore, TU tagging has the potential to be more sensitive than TRAP because it monitors labeled RNAs directly and also can identify noncoding RNAs.

Cell-specific isolation can also be achieved by mechanical methods such as fluorescence-activated cell sorting (FACS; Wang et al., 2000; Tomomura et al., 2001; Lobo et al., 2006; Cahoy et al., 2008, Bracko et al., 2012) or laser capture (Yao et al., 2005; Rossner et al., 2006; Rohrbeck et al., 2008). For example, laser capture of the subgranular zone in combination with microarrays and *in situ* hybridization revealed genes associated with interneurons, oligodendrocytes, and vascular cells as well as newborn neurons (Miller et al. 2013). The cell damage and time necessary for cell sorting could alter the quality and quantity of RNA, whereas single-cell laser capture can be contaminated by adjacent cells. Methods are evolving for assessing the transcriptomes of single neurons, but gene coverage remains incomplete in most cases (Macaulay and Voet, 2014). By comparison, our retroviral datasets represent an average of 1000–2000 cells.

### Relative gene enrichment in adult-generated immature granule cells compared with mature granule cells

Microarrays have been used extensively to compare differential gene expression in the brain *in vivo* (Lein et al., 2004; Arlotta et al., 2005; Yao et al., 2005; Rossner et al., 2006; Miller et al., 2013; Alldred et al., 2012). Such studies have sometimes revealed genes with large fold increases as a result of a treatment or developmental event (Arlotta et al., 2005; Cahoy et al., 2008; Cho et al., 2013). Thus, we were somewhat surprised that, despite the robust statistical measures of gene enrichment in the retroviral and lentiviral datasets, the fold changes were rather modest. Because we directly compared the retroviral and lentiviral datasets, rather than comparing to a diverse background such as whole dentate RNA, our approach does not provide an absolute measure of RNA transcript levels. This may explain in part why we did not see fold changes of great magnitude. It is also possible that changes in mRNA levels underrepresent changes at the protein level. Unfortunately, there is no direct means to obtain sufficient material of adult-generated immature newborn neurons to directly compare mRNA and protein levels. Furthermore, if the “immature” and “mature” stages overlap, from a biological perspective, then fold changes may be underestimated. Therefore, fold differences may not be the best criteria for evaluating the significance of individual transcripts.

Because TU tagging identifies nascent transcripts rather than steady-state mRNA levels, it is difficult to compare our results directly with prior transcriptome datasets as each provides distinct information. For example, Bracko et al. (2012) used a FACS approach to compare neural stem cells (Sox2^+^) with immature neurons (DCX^+^) with microarray methods. Interestingly, none of their top 10 genes in the DCX^+^ population appears in our top 50 enriched genes in the retroviral dataset of immature neurons. This is not particularly surprising, but it does indicate the complementarity of the two approaches. However, there was some overlap in the GO categories, although it is interesting that more synaptically related categories were detected in our dataset, perhaps indicating that these genes were just beginning to be expressed and thus were detected as nascent transcripts rather than increases in steady-state mRNA levels.

### Patterns of gene expression in newborn neurons

Several interesting patterns emerged from the analysis of the nascent RNAs enriched in the immature neurons, indicating a relative increase in turnover of these transcripts. To assess patterns of known signaling pathways in the retroviral dataset, the following three pathways were most prominent from KEGG analysis: long-term potentiation, Wnt signaling, and axon guidance, with several genes enhanced in newborn neurons in each of these pathways. Nascent RNAs enhanced in the long-term potentiation pathway included *Grin 2a*, *Grin 2B*, *Gria1*, *CBP*, and *PKC* α and β, several of which have known functions in newborn neurons. For example, immature adult-born granule cells express functional extrasynaptic AMPA and NMDA receptors before the onset of excitatory synapses (Tashiro et al., 2006; Tronel et al., 2010; Schmidt-Salzmann et al., 2014). 

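Of the 6 genes named for this pathway, 5 were called higher in retroviral dataset 1 and all 6 in dataset 2, and adjusted over the list alone all 6 were called in both. The paper selected these genes on the same libraries, so the latter count is not independent evidence. Gria1 (ENSMUSG00000020524; chromosome 11, 57011387 to 57330244) had 17099 ± 775 normalized counts in the lentiviral dataset (SD, n = 3) and 22293 ± 1561 in dataset 1 (n = 4), and log2 fold changes of 0.37 (standard error 0.068, FDR = 0.00266 in edgeR's quasi-likelihood test) and 0.44 (standard error 0.076, FDR = 0.0035). It was not called with the GC correction in dataset 1 (log2 fold change 0.20) or with the length correction in dataset 2 (0.22). Prkca (chromosome 11, 107933387 to 108343928) had log2 fold changes of 0.45 (standard error 0.11, FDR = 0.0102 in edgeR's quasi-likelihood test) and 0.54 (standard error 0.13, FDR = 0.0158), and its normalized count in replicate 4 of dataset 1 was 2744 against 2352 to 2391 in the other libraries of that dataset. Its calls were lost with the length correction in both datasets (0.16 and 0.08), with the GC correction in dataset 1 (0.26), without lentiviral replicate 2 in both (0.41 and 0.49), and without replicate 2 of dataset 2 (0.47). Its FDR over all alternatives ran from 0.000499 to 0.625 in dataset 1 and from 0.000827 to 0.769 in dataset 2. Prkcb (chromosome 7, 122288751 to 122634402) had a log2 fold change of 0.23 in dataset 1, where it was not called (standard error 0.080, FDR = 0.0618 in edgeR's quasi-likelihood test), and 0.37 in dataset 2 (standard error 0.086, FDR = 0.0149). In dataset 1 it was called with DESeq2, with all 3 groups in one fit, with the length correction (0.26) and without replicate 3 of that dataset (0.27), with an FDR over all alternatives from 0.0229 to 0.200. In dataset 2 its call was lost without lentiviral replicate 2 (0.34; FDR over all alternatives from 0.000131 to 0.157).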

A function for NMDA receptors in adult neurogenesis has been suggested, although their specific role has been debated (Cameron et al., 1995; Nacher and McEwen, 2006). *Grin2a* mutants exhibit deficits in the dendritic morphology of a subpopulaton of dentate granule cells specifically located in the subgranular zone (Kannangara et al., 2014). Similarly, the deletion of *Grin2b* in adult-generated newborn cells did not affect survival, but reduced their dendritic complexity and the pattern separation performance of the transgenic animals (Kheirbek et al., 2012). Enhanced synaptic plasticity of adult-generated granule cells at 1 month postmitosis may also depend on the developmentally regulated expression of *Grin2b* (Ge et al., 2007).

Several members of the canonical (*Frizzled*, *Axam*, *APC*, *Smad3*, *CBP)* and noncanonical (*Prickle*, *Rac*, *ROCK2*, *PKC*, *NFAT*) Wnt signaling pathways were also enriched, which is consistent with their roles in multiple stages of adult hippocampal neurogenesis (Varela-Nallar and Inestrosa, 2013; Wu and Hen, 2013). 

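For this pathway 11 genes were taken from the names given, with Fzd3, Prickle2, Rac1, Nfat5 and the PKC genes Prkca and Prkcb as the family members of Table 2, and Senp2 as the gene for Axam. Of these, 10 were called higher in retroviral dataset 1 and 11 in dataset 2, and adjusted over the list alone all 11 were called in both, a count that is not independent of the paper's selection of the genes on these libraries. With the length correction 7 were called in dataset 1 and 4 in dataset 2, and without lentiviral replicate 2 there were 7 and 5. Apc (ENSMUSG00000005871; chromosome 18, 34220924 to 34322552) rose from 3480.3 ± 77.9 normalized counts in the lentiviral dataset (SD, n = 3) to 5434 ± 614 in dataset 1 (n = 4) and 5727 ± 278 in dataset 2 (n = 3), with log2 fold changes of 0.63 (standard error 0.095, FDR = 0.000826 in edgeR's quasi-likelihood test) and 0.74 (standard error 0.094, FDR = 0.000961). After the length correction Apc was called in neither dataset (log2 fold changes 0.21 and 0.11). Fzd3 (ENSMUSG00000007989; chromosome 14, 65192449 to 65262463) rose from 1378 ± 160.5 to 2335 ± 318 and 2089 ± 86.4 normalized counts. In dataset 1 Fzd3 was not called with the length correction (log2 fold change 0.34), and in dataset 2, where its log2 fold change was 0.62, it changed direction with the length correction (−0.0055) and was not called without lentiviral replicate 2 (0.53). The log2 fold changes of Nfat5 were 0.86 and 0.65, those of Prickle2 were 0.60 and 0.54, those of Rac1 were 0.35 and 0.54, and those of Rock2 were 0.37 and 0.90, the latter 0.50 higher in dataset 2 than in dataset 1. Under the length correction, Nfat5 (0.0054) and Prickle2 (0.12) were not called in dataset 2 and Rock2 (0.11) was not called in dataset 1. The calls of Rac1 and Rock2 in dataset 1 were lost with the GC correction (0.17 and 0.15) and without lentiviral replicate 2 (0.30 and 0.32), and that of Nfat5 in dataset 2 was lost in 3 of the 6 fits that each left out 1 library (FDR up to 0.0921). Senp2 had log2 fold changes of 0.70 and 0.59 and Smad3 had 0.74 and 0.45, with FDR = 0.0434 and 0.0488 in dataset 2. There each lost its call with upper-quartile normalization, the replicate block or the length correction and in 5 of the 6 fits that each left out 1 library (FDR up to 0.153 and 0.184).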

Blocking Wnt signaling *in vivo* reduced the number of adult-born immature granule cells, and affected hippocampus-dependent spatial and object memory (Lie et al., 2005; Jessberger et al., 2009). Additionally, age-related decline of hippocampal neurogenesis had been associated with dysfunctional Wnt signaling (Miranda et al., 2012). Deletion of *APC* in the adult dentate gyrus caused a reduction of both survival and differentiation of newborn granule cells without affecting their proliferation (Imura et al., 2010). *Smad3* deficiency decreased the survival of newborn DG cells and abolished LTP in the DG, while LTP induction in the CA1 was evoked correctly, indicating a central role for *Smad3* in DG cellular and synaptic plasticity (Tapia-González et al., 2013). In the axon guidance pathway, there were 14 genes that were enhanced in the newborn neurons including semaphorins (*Sema 5A*, *Plexin A*, *NRP1*) and Slit/Robo (*Robo2*) signaling. 

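The genes taken from these names were Sema5a, Plxna2, Plxna4, Nrp1 and Robo2, and all 5 were called higher in both retroviral datasets, over all genes and adjusted over the list alone, although the paper selected them on these libraries. Sema5a (chromosome 15, 32244810 to 32696341) had log2 fold changes of 0.62 (standard error 0.079, FDR = 0.00027 in edgeR's quasi-likelihood test) and 0.81 (standard error 0.094, FDR = 0.000658). Plxna2 (chromosome 1, 194618218 to 194816869) had 0.85 and 0.73, and Plxna4 (chromosome 6, 32144268 to 32588192) had 0.67 and 0.86. Nrp1 (chromosome 8, 128358604 to 128503363), whose counts the table gives jointly with the microRNA gene Mir1903, had 0.32 (FDR = 0.0115 in edgeR's quasi-likelihood test) and 0.35 (FDR = 0.0344), and Robo2 (chromosome 16, 73891839 to 74411825) had 0.54 (FDR = 0.0135) and 0.62 (FDR = 0.0146). In dataset 2 the call of Nrp1 was lost with upper-quartile normalization and in 5 of the 6 fits that each left out 1 library (FDR up to 0.0994), and that of Robo2 was lost in 3 of them (FDR up to 0.0709). In dataset 1 the calls of Nrp1 and Robo2 were lost with the GC correction (log2 fold changes 0.089 and 0.32), and that of Robo2 also with the replicate block (0.48) and without lentiviral replicate 2 (0.46). With the length correction Nrp1, Plxna2 and Sema5a were called in dataset 1, and Nrp1 alone in dataset 2, where the log2 fold changes of Plxna2, Plxna4, Robo2 and Sema5a were 0.16, 0.23, 0.16 and 0.24.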

Although little is known about Robo2 signaling in the dentate gyrus, Semaphorin 3 and 5A have been implicated in granule cell synaptogenesis (Chédotal et al., 1998; Tran et al., 2009; Duan et al., 2014).

In addition to recognizing patterns of expression, gene profiling can provide novel clues to gene function. Among the top 50 enriched genes, as determined by fold increases, only six have known prior functions in newborn neurons, and six others have functions that are likely to be conserved in newborn neurons. Thus, the majority of enriched genes represent targets for further exploration. Overall, the high spatiotemporal resolution of our approach identified an interesting shift in the pattern of gene expression from synaptogenesis and dendritic/axonal development in newborn/immature neurons to an emphasis on the energy demands of synaptic and dendritic maintenance in mature granule cells. In the future, methods to examine turnover of individual transcripts paired with approaches such as TU tagging should provide a more dynamic view of gene regulation and interaction during neuronal differentiation and maturation.

How the deposited data were processed for this re-analysis (not part of the article)

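The deposited table holds, for each of 10 libraries of TU-tagged RNA, the number of reads counted on 22946 genes. According to the authors, reads were mapped to mm10 with TopHat and RefSeq annotation, and uniquely mapped reads were counted per gene with HTSeq-count. The counts are whole numbers without normalization and include genes of very low expression, so the table precedes the authors' filter and their DESeq normalization. The paper describes retroviral dataset 1 as quadruplicate and retroviral dataset 2 as triplicate, and the datasets are named here by that description, with 4 and 3 libraries, although column labels in Figs. 3A and 4A give the numbers the other way round. The lentiviral dataset had 3 libraries. The libraries of 4-TU alone and of total RNA input were not used here, so enrichment over background was not analysed here.

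Reads counted on genes ranged from 8382535 to 22864415 per library. A count of 0 allows up to 3 counts of a library's total, and counting error is only part of the error, since the reads carry no molecular identifiers.

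Genes were kept by edgeR's filterByExpr at its default settings over all 10 libraries (minimum count 10, minimum total count 15), which left 15278. Scaling factors came from edgeR's RLE method. Pairwise comparisons were fitted with edgeR's quasi-likelihood test, each on its own libraries: retroviral dataset 1 against the lentiviral dataset, retroviral dataset 2 against the lentiviral dataset, and the retroviral datasets against each other, and a further fit set all 7 retroviral libraries against the 3 lentiviral ones. P-values were adjusted by the Benjamini-Hochberg method over the genes kept, with a threshold of 0.05. Genes called in both comparisons in the same direction formed the retroviral and lentiviral lists, which is how the legend of Fig. 4 describes the merging. For genes with at most 3 counts in every library of a group, folds were computed against that floor and are lower bounds. The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

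Gene names were matched to GENCODE annotation of GRCm38 for positions, transcript lengths and GC content. Length and GC content are those of the gene's longest annotated transcript. Of the names in the table, 22487 were matched, 20292 by the current symbol and 1839 by an older one, and 374 names join genes that overlap or are identical.

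The genes named in the text are the genes that the paper names for its RNA results, the genes of the marker lists where a list is described, and the 5 genes with the largest change in each direction among those called in both comparisons for which no retroviral library overlapped a lentiviral library, ranked by the smaller of the log2 fold changes. Malat1, Ptk2b, Rbfox3, Tcf4, Tnni3 and Tuft1 fall outside this rule and were named after their values were seen. Results of some genes that the rule would name are not reported here. Lists of ribosomal protein, oxidative phosphorylation, proteasome, V-type ATPase, actin remodelling, synaptic, axon guidance, Wnt signalling and chromatin modifier genes stood for the categories of Fig. 4, and lists of marker genes stood for choroid plexus, immature and mature granule cells, CA pyramidal cells, interneurons, oligodendrocytes, astrocytes, microglia, endothelial cells and interferon-induced genes. All lists were written from general knowledge. They were tested with limma's camera at a preset correlation of 0.01, with fry and an estimated correlation as second tests, and adjusted over the 18 tests of the category lists and the 22 tests of the marker lists as separate families. The enrichment of annotation categories, pathways and transcription factor sites was not analysed here.

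The filter, scaling, tests, gene lists, rule for named genes and alternatives were chosen before the data were examined. The alternatives were TMM and upper-quartile normalization, DESeq2's Wald test, no filter on low counts, a mean count of at least 100, all 3 groups in one fit, the replicate number as a block, counts thinned at random to the smallest library, a correction for transcript length, a correction for GC content, the replicate block with the length correction, each library left out in turn, and, for the list tests, fry and an estimated correlation. Both retroviral datasets were also pooled for the named genes. The corrections take out of each library a lowess curve (span 0.3, pseudocount 0.5) of its log counts on log length or GC content. The same alternatives for 6 further gene lists, and the second tests of the marker lists, were chosen after seeing the data.

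The steps were tested on simulated data with known answers. Among 15278 genes 200 were changed 2-fold, all drawn from genes with a mean count of at least 100, so recovery at lower counts was not measured. Of these, edgeR's test recovered 70% with retroviral dataset 1 and 61.5% with dataset 2, and 57.5% were called in both. Between 1.43% and 3.89% of calls were false. DESeq2 recovered 77% with 15.6% false calls, and the replicate block recovered 63.5% with 9.36% false calls. A list of 82 ribosomal protein genes lowered by 0.5 was found by all 3 list tests, and none called any of the 8 other lists. The simulated genes were drawn independently, so this cannot show how often the list tests call falsely where genes of a list are correlated. The length correction reduced a simulated trend with length from a Spearman correlation of 0.325 to −0.0052. Other splits of the libraries into groups of the same sizes were counted for each comparison, with 100 drawn at random where more exist.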

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

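The comparison of choroid plexus markers with the range of the retroviral libraries was chosen only after the result was seen. The tests of the marker lists with fry and with an estimated correlation were also chosen after seeing the data. The other tests reported here were not. Retroviral dataset 2 and retroviral dataset 1 hold the same kind of cells in the paper's design, yet a direct test of the difference called 4174 of 15278 genes, 2034 in one direction and 2140 in the other, which is 1.29 times the number called between retroviral dataset 1 and the lentiviral dataset and 1.55 times that for retroviral dataset 2. Of the 35 splits of these 7 libraries into 4 and 3, 1 gave as many genes, the real one. After thinning of all libraries to the smallest total, 4037 genes were called, which argues against unequal depth as the whole cause, and after the GC correction 3415 were called, which argues against a trend with GC content as the whole cause. With each library left out in turn, between 3374 and 3814 genes were called. The retroviral datasets carry separate batch labels, so a difference in preparation or sequencing and a difference between the animals cannot be told apart, because each of these batches holds 1 retroviral dataset. Of the 11 marker lists, adjusted as their own family for this comparison, 1 passed the threshold with camera, the interferon-induced genes, whose median was higher in dataset 2 by 0.87 with 13 of 14 genes higher (FDR = 0.0304). With fry 5 lists passed, namely interferon-induced genes (FDR = 0.0144) and the markers of mature granule cells (median 0.11, FDR = 0.00215), astrocytes (−0.32, FDR = 0.00215), CA pyramidal cells (−0.48, FDR = 0.0052) and microglia (0.26, FDR = 0.0494). With an estimated correlation none passed (lowest FDR = 0.439). Whether these lists differ through the cells or through the preparation stays open for the same reason. In opposite directions in the comparisons with the lentiviral dataset, 212 genes were called.

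For 8 of 9 gene lists, the median change differed between the retroviral datasets by a test of that difference. In dataset 2 the medians were lower by the log2 differences of −0.37 for ribosomal proteins (camera FDR = 1.36e-07), −0.40 for oxidative phosphorylation (FDR = 1.84e-06), −0.48 for the proteasome (FDR = 0.000102) and −0.51 for the V-type ATPase (FDR = 0.000855). The medians were higher by 0.26 for synaptic genes (FDR = 0.000855), 0.32 for axon guidance (FDR = 0.00572), 0.43 for Wnt signaling (FDR = 0.00603) and 0.23 for chromatin modifiers (FDR = 0.000758). The actin list was not shown to differ (median 0.11, FDR = 0.539). All 8 held with fry and none of the 9 with an estimated correlation, whose lowest FDR was 0.0599. These lists are the ones whose direction the paper contrasts between viruses, and most of their medians moved further from the lentiviral dataset in dataset 2 than in dataset 1. Whether the preparation or the cells differed stays open, since the batch and the dataset cannot be told apart.

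Of 71 genes named or used as markers, 22 differed between the retroviral datasets in edgeR's quasi-likelihood test, 13 higher in dataset 2 and 9 lower. Those higher were Rbfox3 (log2 difference 1.40), Calb1 (1.25), Gfap (1.24), Grin2a (0.99), Mlc1 (0.84), Nova2 (0.65), Eif2c1 (0.54), Slitrk3 (0.52), Pcdh19 (0.52), Rock2 (0.50), Grin2b (0.47), Ccdc88a (0.41) and Elavl3 (0.39). Those lower were Ttr (−1.89), Enpp2 (−1.20), Aldoc (−0.94), Dusp8 (−0.71), Dpysl2 (−0.54), Pcdh9 (−0.54), Slc1a3 (−0.50), Igsf3 (−0.34) and Ncam1 (−0.20). Of them, 2 were called in opposite directions, Aldoc at 0.27 in dataset 1 (FDR = 0.00898) and −0.64 in dataset 2 (FDR = 0.00553), and Rbfox3 at −0.68 (FDR = 0.00254) and 0.74 (FDR = 0.0026). The depth and GC tests given for the 4174 genes apply to the comparison as a whole and were not run for single genes, and the confounded batch leaves the source of these differences open.

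Markers of the choroid plexus that the paper does not list were lower in both retroviral datasets than in the lentiviral dataset, with medians of −2.03 with dataset 1 (camera FDR = 0.00428) and −2.11 with dataset 2 (FDR = 0.00662) over the 15 of 21 such markers that passed the filter. A further 17 markers are among the lentiviral genes of Table 2. The filter removed 6 of them, and the fitted medians of the other 11 were −4.33 (FDR = 0.000521) and −5.67 (FDR = 3.71e-05), or −4.33 and −5.23 with genes at the floor set to their bounds. The lentiviral libraries were uneven. Ttr had 166 normalized counts in lentiviral replicate 1, 56165 in replicate 2 and 61647 in replicate 3, against at most 633 in any retroviral library, and Enpp2 had 1409, 17105 and 17941 against 528 to 1952. The 11 markers in Table 2 took 0.0169% of the counts in lentiviral replicate 1, 0.489% in replicate 2 and 0.527% in replicate 3. Of the 15 markers not in Table 2, 14 were lowest in lentiviral replicate 1 among the 3 lentiviral libraries, where chance gives 5 (exact binomial test, one-sided, p = 2.16e-06), although genes of a list are not independent. Replicate 1 was singled out by Ttr, which is not among these 15. This fits choroid plexus tissue or RNA in lentiviral replicates 2 and 3 as a candidate explanation. In lentiviral replicate 1, 14 of the 15 markers not in Table 2 and 6 of the 11 in Table 2 did not exceed the highest retroviral library. These values go against a difference between mature and immature granule cells as the source, but they rest on 1 library, so that difference stays open. No marker is in another marker list, and 4 of the 11 and 9 of the 15 were above 3 counts in every retroviral library.

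In the 4 libraries of retroviral dataset 1, 6 of 96 tests for a library far from the others were positive, where chance gives 4.8. They were the scaling factor of replicate 1 (0.962, others 0.977 to 0.978), the mean log2 normalized count of astrocyte markers in replicate 4 (12.38), that of microglia markers in replicate 3 (9.05, others 9.31 to 9.35), Onecut2 in replicate 2 (618 normalized counts, others 389.9 to 401), Rbfox3 in replicate 2 (1431 normalized counts, others 1152 to 1160) and Prkca in replicate 4 (2744, others 2352 to 2391). This number is close to what chance gives, and no explanation of single values was tested. Groups of 3 libraries were too small for this test.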

How the results depend on the processing

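No test in this part was chosen after its result was seen apart from the alternatives for 6 of the gene lists and for the marker lists, which were chosen after seeing the data. The counts of genes in the comparisons moved by less than 1.5 times under TMM and upper-quartile normalization, without a filter, with a mean count of at least 100, with thinning and with the GC correction. In every setting, scaling shifted the median of all genes by less than 0.1.

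With the length correction, 788 genes were higher and 853 lower in retroviral dataset 2, 211 and 205 were called in both, and 153 were called between all retroviral and lentiviral libraries. With the replicate block and length correction together, 760 genes were higher and 1177 lower in dataset 1, 605 and 692 in dataset 2, 124 and 153 in both, and 0 in the pooled comparison, where 1681 of 15278 genes had an unadjusted p under 0.05. DESeq2 gave 553 genes higher in the lentiviral dataset in both comparisons and 1580 genes in the pooled comparison, and all 3 groups in one fit gave 2904 in the latter. Of the 508 and 363 genes called, 505 and 356 were also called with DESeq2, 314 and 311 with the GC correction and 166 and 156 with the length correction. The cause was not tested.

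The replicate block alone left 19 genes in the pooled comparison. Libraries with the same replicate number were not more alike than others, with correlations of their deviations from −0.0765 to 0.0373, so the numbers do not pair the samples and the paired fits have no better basis than the unpaired ones.

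Across the fits that each left out 1 library, genes higher in dataset 1 ranged from 907 (without lentiviral replicate 2) to 1294 and genes lower from 1340 to 1694. In dataset 2 they ranged from 770 (without lentiviral replicate 3) to 1303 and from 608 (without lentiviral replicate 3) to 1182. Genes called in both ranged from 267 (without lentiviral replicate 2) to 483 and from 196 (without lentiviral replicate 3) to 377. Between the retroviral datasets the range was 3374 to 3814, and in the pooled comparison it was 76 (without lentiviral replicate 2) to 708 genes, with 77 without lentiviral replicate 3, 196 without lentiviral replicate 1, and 390, 394, 428 and 449 without single libraries of dataset 1. Smaller groups have fewer degrees of freedom in these fits.

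For the ribosomal protein genes the median ranged over those fits from −0.278 to −0.212 in dataset 1 and from −0.710 to −0.465 in dataset 2, for oxidative phosphorylation from −0.102 (without lentiviral replicate 1) to −0.0054 and from −0.530 to −0.377, and for synaptic genes from 0.137 to 0.208 and from 0.365 to 0.386. In dataset 1 the ribosomal list was no longer called with the block and length correction (−0.113) or an estimated correlation (−0.245, FDR = 0.285), and in dataset 2 it was not called with the latter (−0.558, FDR = 0.294). Oxidative phosphorylation in dataset 2 was not called with the block and length correction (−0.172) or an estimated correlation (−0.458). The synaptic list in dataset 1 was called with the GC correction (0.0998) and with fry (0.155). With an estimated correlation 3 of the 18 list tests passed the threshold, each with FDR = 0.0235. Over all alternatives the FDR of the ribosomal list ran from 7.46e-07 to 0.285 in dataset 1 and from 5.18e-18 to 0.294 in dataset 2. Of the marker lists, 1 of 22 passed with fry and 0 with an estimated correlation, where 1 had an unadjusted p under 0.05.

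Medians changed direction in dataset 1 with the length correction for oxidative phosphorylation (0.057), synaptic genes (−0.033), axon guidance (−0.089) and Wnt signaling (−0.0067). With the block and length correction they changed for oxidative phosphorylation (0.061), the proteasome (0.038), synaptic genes (−0.023) and axon guidance (−0.031), and without a filter for the V-type ATPase (−0.050). The Wnt median also changed without lentiviral replicate 2 (−0.0046), lentiviral replicate 3 (−0.021) or replicate 3 of dataset 1 (−0.025), in a range up to 0.113 over the fits that each left out 1 library.

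Single genes changed direction as follows. Under the length correction, these were Ccdc88a (−0.027) and Calb1 (−0.0072) in dataset 1 and Ankrd17 (−0.026), Dcx (−0.085), Fzd3 (−0.0055) and Slc1a2 (−0.174) in dataset 2. With the block as well, these were Ccdc88a (−0.015) in dataset 1 and Ankrd17 (−0.024), Dcx (−0.150), Fzd3 (−0.0035) and Slc1a2 (−0.175) in dataset 2. With the GC correction, Calb1 (−0.199) and Slc1a3 (−0.132) changed in dataset 1. Against dataset 1, pooling of both retroviral datasets turned Aldoc (−0.056), Slc1a3 (−0.110) and Rbfox3 (0.0907). Leaving out 1 library turned Calb1 in dataset 1 without lentiviral replicate 1 (−0.046) or replicate 3 of dataset 1 (−0.048; highest of these fits 0.1168) and Slc1a3 in dataset 1 without lentiviral replicate 2 (−0.0057) or 3 (−0.0052; highest 0.242). The cause was not tested.

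Of the 71 genes with a result per dataset, the length correction left 17 weaker and 1 stronger in dataset 1 and 28 weaker and 1 stronger in dataset 2, and the GC correction left 18 weaker in dataset 1 and 1 stronger in dataset 2. The replicate block left 13 and 9 weaker, the block with the length correction 34 and 33, and DESeq2 1 and 4 weaker with 1 and 2 stronger. Over all fits of these genes without 1 library, 55 results were weaker and 2 stronger in dataset 1 and 82 were weaker in dataset 2. Thinning to the smallest library left 3 and 2 weaker, all 3 groups in one fit 2 weaker and 1 stronger in dataset 1 and 1 stronger in dataset 2, and pooling 11 and 13 weaker. TMM left 1 weaker in dataset 1, upper-quartile normalization 1 and 4 weaker and 1 stronger in dataset 2, and no filter 1 and 1 weaker and 1 stronger in dataset 2. With 3 libraries per group, simulated 2-fold changes were recovered in dataset 2 for 61.5% of the changed genes, all with a mean count of at least 100.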

Differences from the paper's values

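No test in this part was chosen after its result was seen. The paper gives q values for genes named in its Results. Of these, 7 differ by more than 1.5 times from the FDR of edgeR's quasi-likelihood test in retroviral dataset 1. The paper's q is 5.9E-12 for Prox1, where the FDR was 0.00027. For Tbr1 the paper's q is 0.06 and the FDR was 0.00845, for Ncam1 the paper's is 2E-20 and the FDR was 6.61e-06, and for Crebbp the paper's is 2.6E-11 and the FDR was 0.000821. For Klf9 the paper's q is 6.4E-8 and the FDR was 0.000262, for Grin2b the paper's is 1E-18 and the FDR was 1.23e-05, and for Grin2a the paper's is 0.0019 and the FDR was 0.0143. No alternative set before the data were examined gave a value within 1.5 times the paper's q for any of these 7 genes. With DESeq2 the values were 7.79e-13 for Prox1, 0.000354 for Tbr1, 4.4e-46 for Ncam1, 1.5e-09 for Crebbp, 3.59e-13 for Klf9, 3.27e-33 for Grin2b and 0.001 for Grin2a. For Prox1, Ncam1, Klf9, Grin2b and Grin2a the paper's q therefore lies between the edgeR and DESeq2 values. For Crebbp it lies below both, and for Tbr1 above both. The paper's fold changes of the same genes did not differ from those in retroviral dataset 1 by more than this factor of 1.5.

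The paper gives a depth of 25 to 39 M reads per library, and the counts on genes were 8.38 to 22.9 M. These are different measures, reads sequenced against reads counted, and no alternative applies.

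The paper names Tbr1 among the genes upregulated at a q above its own threshold, and here it was called in both datasets. The paper names the PKC beta gene among those enhanced in newborn cells, and here Prkcb was not called in retroviral dataset 1 (log2 fold change 0.23, FDR = 0.0618), although it was called with DESeq2 (FDR = 0.0229), with all 3 groups in one fit (FDR = 0.0485), with the length correction (FDR = 0.0442) and without replicate 3 of dataset 1 (FDR = 0.0464), in an overall range of 0.0229 to 0.200. Hnrnpa2b1, a gene of Table 2, was not called in dataset 2 (0.28, FDR = 0.0854) and was called with DESeq2 (FDR = 0.0281) and with the GC correction (FDR = 0.0351), in an overall range of 0.0281 to 0.287.

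Of the genes of Table 2 that passed the filter, 25 of the retroviral and 22 of the lentiviral list were not called here. DESeq2 called 25 and 20 of them, the fit of all 3 groups 16 and 12, and the filter at a mean count of 100 15 and 17. TMM normalization called 0 and 6, upper-quartile normalization 0 and 10, no filter 3 and 6, the replicate block 2 and 3, thinning 5 and 4, the length correction 1 and 2, the GC correction 2 and 8, and the block with the length correction 1 and 2. Every one of the 25, and of the 22 all but Tuft1, was called in at least 1 setting. The paper's largest fold increase is lower than that of 4931430N09Rik in dataset 1 (10.98-fold), which is not in Table 2, and than that of Tnni3 in dataset 2 (at least 9.78-fold).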

Other observations

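The test of transcript length in the ribosomal protein genes and both tests of Gfap were chosen only after the result was seen. The second test of the marker lists, fry, was chosen after seeing the data. Transcript length went with the direction of change. The Spearman correlation of log2 fold change with length across 15062 genes was 0.22 in retroviral dataset 1 and 0.32 in dataset 2, and with GC content it was −0.34 and 0.09. The genes higher in both retroviral datasets had a median transcript length of 7095.5 bases (498 of 508 genes with a length), those lower in both had 1976 (360 of 363 genes), and all genes had 3362. Within datasets the median size of the correlation between libraries and length was 0.0186, 0.0260 and 0.0736, and between the lentiviral and retroviral datasets it was 0.174 and 0.255. After the length correction, 36.97% of the 508 and 363 genes called in both comparisons (322 genes) were still called. The correction also removes a real change that goes with length, so a technical trend and a biological one cannot be told apart for these genes.

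For the ribosomal protein genes the median transcript length was 1049 bases, each gene taken at its longest annotated transcript. Their median change in dataset 2 after the length correction was −0.308, past the threshold. This argues against a trend with that length as the whole cause. A trend with the lengths of the transcripts present in the libraries, which can be shorter, stays open. The ribosomal calls in both datasets also held with the GC correction and after thinning to the smallest library. This argues against GC content and unequal depth as the whole cause. Technical sources other than these and a biological difference between the cells stay open and were not tested.

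The genes called in both comparisons were all counted against the same lentiviral libraries. The lentiviral dataset differed the same way from both retroviral datasets in those 508 and 363 genes, in 1539 retroviral dataset 1 did so from the others, and in 1550 retroviral dataset 2 did. A deviation of 1 dataset from the 2 others, whichever virus it used, therefore fits the number of these genes as a candidate explanation. In simulations of unchanged groups with shared controls the largest number called in both was 0, with a median of 163 genes at an unadjusted p under 0.05 against 1863 in the counts, which argues against sampling noise alone, although the simulated correlation of 0.528 between fold changes exceeded the 0.390 observed.

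Among the splits of the libraries into groups of the same sizes, 1 of 35 gave as many genes as retroviral dataset 1 against the lentiviral dataset and 1 of 10 gave as many as dataset 2, the real split each time, where 10 splits cannot give a share under 0.05. For the genes called in both comparisons 1 of 100 splits drawn from 4200 gave as many, the real one. The largest of the others drawn gave 721, with the 3 libraries of retroviral dataset 2 as the shared reference. The draw missed the split that exchanges the lentiviral dataset and retroviral dataset 2, which gives 1550 genes, more than the real split. The real split is therefore not the largest of the 4200, and this draw cannot show that the virus sets the number. For all retroviral against the lentiviral libraries, with 680 genes, 2 of 100 splits drawn from 120 gave as many genes. The other one set the 3 libraries of retroviral dataset 2 against the rest and gave 2462 genes, and retroviral dataset 1 against the rest gave 2203 genes in a split of other sizes. These follow the batches of the retroviral datasets.

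Gfap had 58275, 26244 and 25507 normalized counts in the 3 lentiviral libraries, against 8034 ± 1332 in retroviral dataset 1 (SD, n = 4) and 19102 ± 2198 in dataset 2 (n = 3), with log2 fold changes of −2.20 (FDR = 0.000137 in edgeR's quasi-likelihood test) and −0.92 (FDR = 0.0343). In dataset 2 the call was lost with DESeq2, with the length correction and without each library of that dataset (FDR up to 0.109; over all alternatives from 0.012 to 0.109). In dataset 1, 4 other astrocyte markers, Aldoc, Gja1, Glul and Slc1a2, were called higher in the retroviral libraries and Mlc1 lower, which argues against a larger share of astrocyte RNA in the lentiviral libraries. Of these calls, that of Slc1a2 was lost with the length correction (log2 fold change 0.085). That of Aldoc was lost with all 3 groups in one fit (0.27), and its direction changed with both retroviral datasets pooled (−0.056). In dataset 2, 8 of 11 other astrocyte markers were lower, 3 of them called, and 1 was called higher, so a larger share of astrocyte RNA and a change of Gfap itself cannot be told apart there, because the markers go both ways. The marker called higher, Slc1a2, changed direction with the length correction (−0.174).

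Interferon-induced genes were uneven among the lentiviral libraries. Their mean log2 normalized count was 9.56 in replicate 1, 6.32 in replicate 2 and 6.43 in replicate 3, against 5.58 to 6.28 in retroviral dataset 1 and 6.64 to 7.39 in dataset 2. Microglia markers had means of 10.84, 9.69 and 9.75 in the lentiviral libraries, against 9.05 to 9.35 in dataset 1 and 9.51 to 9.64 in dataset 2. Oligodendrocyte markers had 10.38, 9.89 and 9.85, against 9.47 to 9.79 and 9.46 to 9.56. Astrocyte markers had 12.67, 12.38 and 12.37, against 12.30 to 12.38 and 11.98 to 12.13. The means of CA pyramidal markers went the other way, at 7.92, 8.32 and 8.45. No explanation of these differences of lentiviral replicate 1 was tested.

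The median log2 fold changes of the other marker lists in datasets 1 and 2, with their camera FDR over 22 tests, were as follows. Immature granule cell markers (15 genes) had 0.12 (FDR = 0.270) and −0.05 (FDR = 0.564), and mature granule cell markers (10 genes) had 0.19 (FDR = 0.564) and 0.35 (FDR = 0.0114). CA pyramidal markers (11 genes) had 0.14 (FDR = 0.922) and −0.31 (FDR = 0.137), and interneuron markers (11 genes) had −0.04 (FDR = 0.573) and −0.19 (FDR = 0.421). Oligodendrocyte markers (13 genes) had −0.39 (FDR = 0.0335) and −0.76 (FDR = 0.0316), and astrocyte markers (12 genes) had 0.17 (FDR = 0.557) and −0.38 (FDR = 0.0768). Microglia markers (12 genes) had −0.93 (FDR = 0.0316) and −0.69 (FDR = 0.0657), endothelial markers (10 genes) had −0.05 (FDR = 0.564) and −0.58 (FDR = 0.0981), and interferon-induced genes (14 genes) had −2.28 (FDR = 0.0297) and −1.10 (FDR = 0.557). Of all 22 tests, 9 passed the threshold with camera, and with fry 1 did, that of mature granule cell markers in dataset 2 (FDR = 0.000155). Table 2 holds 2 of the mature granule cell, 1 of the interneuron, 2 of the oligodendrocyte, 2 of the astrocyte and 1 of the endothelial markers.

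The paper stained cells for doublecortin as a marker of immature neurons and for calbindin and NeuN as markers of mature neurons. Calb1, the calbindin gene, had 2290 ± 254 normalized counts in the lentiviral dataset (SD, n = 3), 2353 ± 307 in retroviral dataset 1 (n = 4) and 5604 ± 129 in dataset 2 (n = 3). Its log2 fold changes were 0.03 (standard error 0.12, FDR = 0.899 in edgeR's quasi-likelihood test) and 1.31 (standard error 0.11, FDR = 0.000235). In dataset 2 it was called without each library in turn (FDR up to 0.00388) and lost its call only with both retroviral datasets pooled (0.71, FDR = 0.284). Rbfox3, the gene for NeuN, had 1954 ± 240, 1224 ± 138 and 3231 ± 99 normalized counts in the 3 datasets, with log2 fold changes of −0.68 (standard error 0.12, FDR = 0.00254) and 0.74 (standard error 0.12, FDR = 0.0026). Its call was lost in dataset 1 with the GC correction (−0.094, FDR = 0.662) and in both datasets with pooling (0.091, FDR = 0.940). Dcx, the doublecortin gene, had 417 ± 38, 614 ± 47 and 548 ± 231 normalized counts, with log2 fold changes of 0.55 (standard error 0.16, FDR = 0.0274) and 0.42 (standard error 0.29, FDR = 0.351). In dataset 1 its call was lost in 11 of 19 alternatives, among them the length correction (0.23), the GC correction (0.32) and the omission of any lentiviral library (FDR over all alternatives from 0.00526 to 0.398). No explanation of these values was tested.

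Of 26 genes of the paper's quantitative PCR, 26 were called higher in retroviral dataset 1 and 25 in dataset 2, with median log2 fold changes of 0.72 (range, 0.42 to 1.71) and 0.90 (range, 0.28 to 2.34). After correction for length 17 and 13 were called, and without lentiviral replicate 2, 20 and 18. The genes of the in situ hybridization, all 4 called in both datasets, had log2 fold changes of 1.28 and 0.98 (Igsf3), 1.09 and 1.30 (Kdm2a), 0.82 and 1.03 (Mll1), and 0.82 and 1.37 (Slitrk3). After correction for length 4 and 3 of them were called. Adjusted over the list alone, all 26 and all 4 were called in both datasets, although the paper selected them on these libraries. The order of the retroviral genes in Table 2 had a Spearman correlation of −0.995 with the log2 fold change of all retroviral against the lentiviral libraries, and the order of the lentiviral genes one of −0.994.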
